# Comparative transcriptome analysis reveals that PCK1 is a potential gene affecting IMF deposition in buffalo

**DOI:** 10.1186/s12864-020-07120-w

**Published:** 2020-10-12

**Authors:** Jieping Huang, Xue Feng, Ruirui Zhu, Duo Guo, Yutong Wei, Xiaodan Cao, Yun Ma, Deshun Shi

**Keywords:** *Bubalus bubalis*, RNA sequencing, Intramuscular fat, Phosphoenolpyruvate carboxykinase 1, Promoter activity

## Abstract

**Background:**

In China, although buffaloes are abundant, beef is mainly obtained from cattle, and this preference is mainly attributed to the low intramuscular fat (IMF) content of buffalo. Genetic factors are an important driver that affects IMF deposition.

**Results:**

To reveal the intrinsic factors responsible for the low IMF content of buffalo, mRNA expression patterns in muscle and adipose tissue between buffalo and cattle were characterized by RNA sequencing analysis. The IMF content in Nanyang cattle was higher than that in Xinyang buffalo. A total of 1566 mRNAs expressed in adipose tissue showed differential expression between the *longissimus dorsi* muscles of buffalo and cattle. Functional annotation suggested a difference in the glycolysis/gluconeogenesis pathway between the two species. The results of RT-qPCR analysis and gain-of-function experiments confirmed the positive association between the IMF content and phosphoenolpyruvate carboxykinase 1 (*PCK1*) expression in buffalo. In both mouse C2C12 cells and cultured bovine myocytes, the activity of the *PCK1* promoter in buffalo is lower than that in cattle. However, in mouse 3T3-L1 adipocytes and cultured bovine adipocytes, the activity of *PCK1* in buffalo promoter is higher than that in cattle.

**Conclusions:**

These results indicate the important role of *PCK1* in buffalo IMF deposition and illustrate the differences between buffalo and cattle promoter activity that drive *PCK1* expression. This research helps to establish a foundation for further studies investigating IMF deposition in buffalo.

## Background

The world population is rapidly growing and will consume two-thirds more animal protein by 2050 relative to today [1]. Thus, the livestock meat industry requires diversified production to ensure stable and sustainable development. Pork, poultry, and beef are the three most heavily consumed meats in the world [2]. In recent years, avian influenza and African swine fever have had significantly negative effects on the meat industry [3, 4]. In contrast, bovines are a reliable and stable source of meat. Cattle meat accounts for the greatest proportion of beef, and other bovine meat, such as buffalo meat, also accounts for a considerable portion of the bovine meat market, especially in several Asian countries [1]. In fact, the nutritional value of buffalo meat is similar to that of cattle meat [5]. Importantly, buffaloes show high disease resistance and adaptability to a wide range of feeding and management conditions [6]. In terms of the population, buffalo is the second largest bovid species next to cattle. Thus, buffalo hold promise for meat production. However, due to the low intramuscular fat (IMF) content, the quality of buffalo meat in terms of flavour and juiciness is poorer than that of cattle meat.

IMF is highly valued because it improves meat quality by enhancing taste, juiciness, and tenderness [7]. IMF deposition has attracted widespread attention for many years. Genetic, managerial, and nutritional factors can affect IMF deposition [8], and genetic factors present moderate or more pronounced effects [9, 10]. For example, in Japanese Black cattle, notably high amounts of IMF (approximately 23%) are deposited in the *longissimus dorsi* muscle (LM), while in European breeds, the IMF content is less than 5% [11]. Comparisons of the gene expression pattern in LM between cattle breeds with high or low IMF content has revealed that many lipid metabolism-related genes are associated with IMF deposition, including adiponectin, C1Q and collagen domain containing (*ADIPOQ*) [12], peroxisome proliferator activated receptor gamma (*PPARγ* or *PPARG*) [13], thyroid hormone responsive [7], and fatty acid binding protein 4 (*FABP4*) [7]. Based on the high-density genotypes, a genome-wide association study suggested that PPARG coactivator 1 alpha, hepatocyte nuclear factor 4 gamma, and forkhead box P3 participated in IMF deposition in cattle [14]. Noncoding RNAs have also been reported to be involved in IMF deposition [15, 16]. Although many studies have been performed on this subject, the molecular mechanism governing IMF deposition has not been elucidated.

In buffaloes, the low IMF content is mainly due to the long-term selection for draught power. Uncovering the genetic differences in the IMF content between buffalo and cattle may provide guiding significance for the improvement of buffalo meat quality. In this study, RNA sequencing was performed to compare mRNA expression patterns in muscle and adipose tissues between buffalo and cattle. A series of analyses revealed that the expression pattern of phosphoenolpyruvate carboxykinase 1 (*PCK1*), a gene with a significant association with IMF, differs between buffalo and cattle in adipose and muscle cells. Overexpression of *PCK1* promotes lipid accumulation in buffalo intramuscular adipocytes. The results of this study suggest a positive role of *PCK1* in buffalo IMF deposition, which can be used as a molecular marker for the improvement of buffalo meat quality through breeding.

## Results

### IMF content of Xinyang buffalo and Nanyang cattle

To evaluate the effects of fattening in Xinyang buffalo and Nanyang cattle, the back fat thickness, LM area (LMA), and IMF content were measured at slaughter. As shown in Table 1, the LMA of cattle was 70.71 ± 11.19 cm^2^, which was larger than that of buffalo (59.61 ± 8.34 cm^2^); the back fat thickness of cattle (4.03 ± 0.81 cm) was higher than that of buffalo (1.03 ± 0.24 cm). Correspondingly, the IMF content in cattle (2.43%) was higher than that in buffalo (0.51%), which could also be observed after slaughter (Additional file 1: Fig. S1).

**Table 1:** Comparison of carcass traits between Xinyang buffalo and Nanyang cattle

Trait	Xinyang buffalo (*n* = 6)	Nanyang cattle (*n* = 6)
loin muscle area (cm^2^)	59.61 ± 8.34	70.71 ± 11.19
back fat thickness (cm)	1.03 ± 0.24	4.03 ± 0.81
IMF content (%)	0.51 ± 0.03	2.34 ± 0.31

### Overview of mRNA expression profiles

To compare the gene expression pattern of IMF between buffalo and cattle, RNA sequencing was performed. The IMF in cattle and buffalo was too limited to be sampled for RNA sequencing analysis. Thus, both muscle and adipose tissues were used for analysis in this study. A total of 12 cDNA libraries were constructed, and 12 RNA sequencing datasets were obtained. 

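Of these libraries, 9 were analysed here from the processed values the authors deposited, namely 3 of buffalo muscle, 3 of cattle muscle and 3 of cattle adipose tissue, with 3 animals per group. The buffalo adipose libraries were not used here. Reads of both species had been aligned by the authors to the cattle genome UMD3.1 with STAR, and Cuffdiff gave 1 FPKM value per transcript and library, with replicates kept apart. The deposited mRNA table holds the buffalo muscle libraries on the linear FPKM scale. No read count stands behind these values in the table, so the depth of a single transcript is unknown. The smallest step between the values of the circRNA tables gave the size of each library, which was 65777200, 63685900 and 60015000 for buffalo muscle 1 to 3, 37797800, 42265500 and 35712300 for cattle muscle 1 to 3, and 36842300, 37197600 and 38836700 for cattle adipose tissue 1 to 3. Which reads these totals include is not stated in the paper's text. Each FPKM value was converted to log2(FPKM + 1), the scale of the paper, which understates the change of transcripts with low values. Cattle muscle mRNA values were taken from the paper's Tables S3 and S4, because the processed files used here hold no cattle mRNA table, so every comparison of mRNAs sets deposited buffalo values against the paper's cattle values. Both sources were matched by transcript identifier. Of the transcripts listed, 1560 of 1566 in Table S3 and 66 of 70 in Table S4 are in the deposited table, and their buffalo values differed from those of the paper's tables by at most 5.00e-05. Tables S3 and S4 hold only transcripts that the paper called different, so no model was fitted across them. A named gene was tested by an exact two-sided permutation test on the difference of means. There are 20 ways to arrange 3 animals against 3, and no p below 0.1 can be reached. Of the 41 genes tested in this way, 38 gave p = 0.1, and Benjamini-Hochberg adjustment over the 41 turns this exact p into 0.108.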

After a highly stringent filtering pipeline and analyses, 18,713 and 18,535 mRNAs were identified in buffaloes and cattle, respectively (Additional file 2: Table S1 and Additional file 3: Table S2). 

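The deposited buffalo mRNA table lists 19917 transcripts by Ensembl identifier. Summed over them, FPKM came to 1187000 in buffalo muscle 1, 1000420 in buffalo muscle 2 and 991636 in buffalo muscle 3. The 10 highest transcripts held 46.5%, 43.8% and 43.0% of these sums. Across all listed transcripts, Pearson's r of log2(FPKM + 1) was 0.968 between buffalo muscle 1 and 2, 0.965 between 1 and 3, and 0.974 between 2 and 3. These coefficients are across transcripts, which are not independent replicates. The highest mean belonged to ENSBTAT00000062960, with 17.26 ± 0.34 (SD, n = 3), followed by ENSBTAT00000060242 with 16.24 ± 0.15 and ENSBTAT00000059450 with 15.51 ± 0.22. No table used here pairs these identifiers with a gene name. Skeletal muscle actin ACTA1 (ENSBTAT00000006532) ranked 4 with 15.18 ± 0.23, and ENSBTAT00000061744 ranked 5 with 14.88 ± 0.56.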

In buffaloes, 369 mRNAs were specifically expressed in muscle, and 17,906 coexpressed mRNAs were identified in both muscle and adipose tissues (Fig. 1a). 

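In the buffalo muscle libraries, 18876 of the deposited transcripts had a mean FPKM above 0. Single libraries held 17168, 17784 and 17566 transcripts above 0, and 16245 were above 0 in all 3 animals. The requirement of a mean FPKM of at least 1 moved this count most, to 12618. With each animal left out in turn, between 18171 and 18564 transcripts were detected.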

In cattle, 97 mRNAs were specifically identified in muscle, and 18,220 coexpressed mRNAs were identified in both tissues (Fig. 1b).

**Fig. 1:**
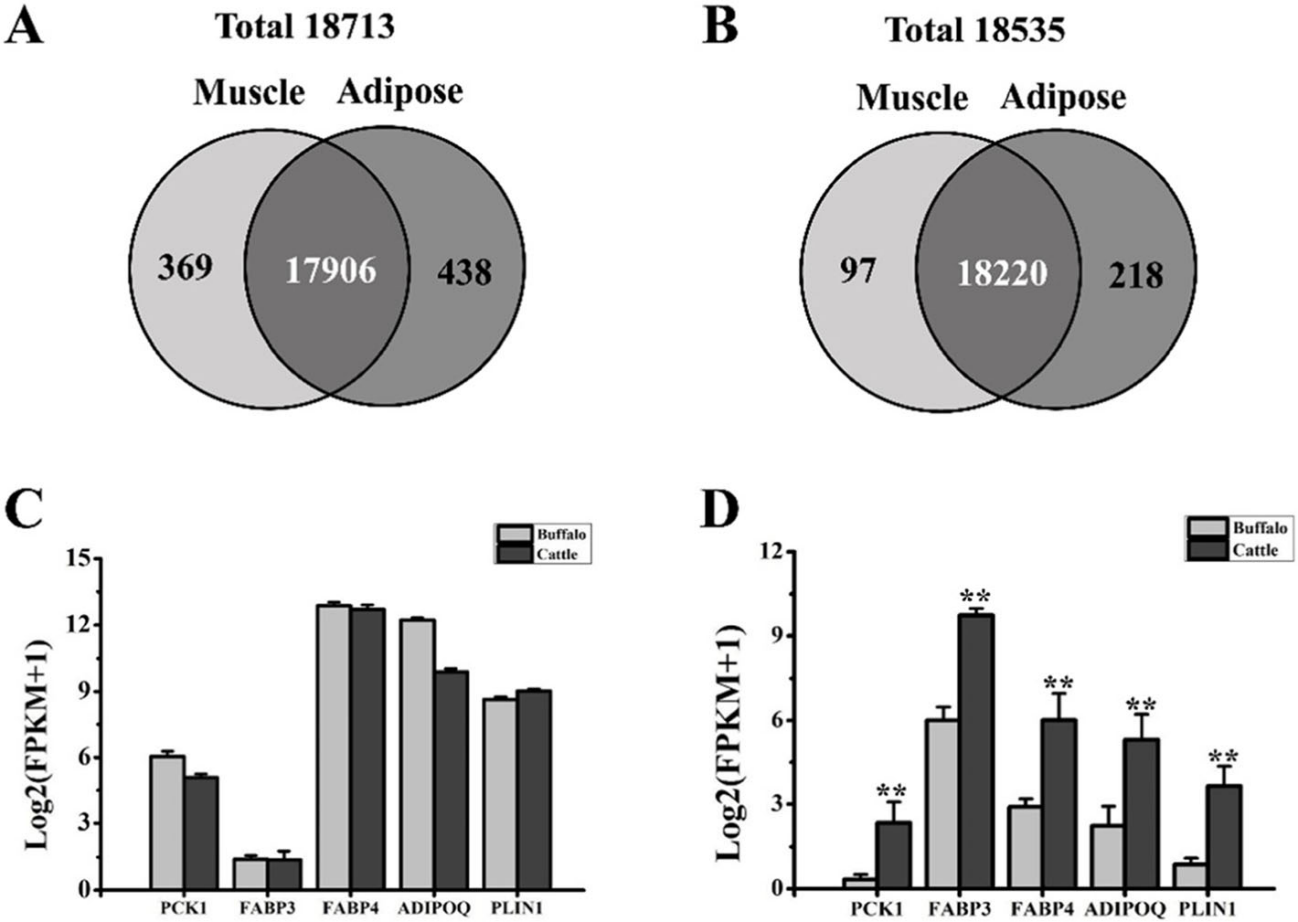
Comparative analysis of mRNA expression between muscle and adipose tissues in buffaloes and cattle based on RNA sequencing. **a** Venn chart for mRNAs expressed in buffalo muscle and adipose tissue. **b** Venn chart for mRNAs expressed in cattle muscle and adipose tissue. Comparison of the expression levels of five adipogenesis markers between buffalo and cattle adipose tissues (**c**) and muscle tissues (**d**). The expressional data are presented as the mean ± S.E. (*n* = 3); ** indicates *p* < 0.01

### Differential expression analysis

The analysis strategy used to identify intrinsic factors related to the low IMF content in buffaloes is presented in Fig. 2. mRNAs expressed in IMF should be involved in the coexpressed mRNAs of muscle and adipose tissues. In addition, IMF deposition can be affected by the muscle [18, 19]. Therefore, a differential expression analysis was performed with the coexpressed mRNAs and muscle-specific mRNAs between buffalo and cattle (Fig. 2). 

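Of the transcripts that the paper lists as differing between buffalo and cattle muscle among the coexpressed mRNAs (Table S3), 1137 were lower and 423 were higher in buffalo muscle, each by at least 1 on the log2 scale, with a median difference of -1.16 (buffalo minus cattle, 1560 transcripts). In 1454 of them (93.2%), the 3 buffalo values lay entirely above or entirely below the 3 cattle values, where chance gives 10%. The list was chosen by the paper on these animals, so this share is not independent evidence. The transcript with the largest rise was TOMM7 (ENSBTAT00000008388, chromosome 9 of UMD3.1, 89692606 to 89692771), at 7.27, 4.94 and 7.02 in buffalo muscle 1 to 3 and listed at 0 in each cattle muscle sample of the paper. The transcript with the largest fall was COX1 (ENSBTAT00000060569, mitochondrial genome, 5686 to 7299), with 1.34 ± 0.26 (SD, n = 3) in buffalo muscle and 14.28 ± 0.72 (SD, n = 3, the paper's) in cattle muscle. Its difference was -12.94 (exact two-sided permutation test, p = 0.1, the smallest this test can give for 3 against 3). Like COX1, each of the 5 mitochondrially encoded transcripts of Table S3 that are in the deposited table was lower in buffalo muscle, with a smallest difference of -8.35. Buffalo reads were aligned to the cattle genome, and those that differ from its mitochondrial sequence may have failed to align. These falls therefore need not be falls of expression. A general offset between both sources was measured on the paper's Table S2, of which the first 1999 of 18535 transcripts, in the order of their identifiers, could be used. Among 1554 of these with a mean FPKM of at least 1 in either species, the median difference was -0.21. Of the 1554, 12.7% were lower and 5.6% were higher in buffalo muscle by at least 1. Centring on that median, a step chosen after seeing the data, left 680 transcripts of the paper's list lower by at least 1, and the count of higher ones stayed at 423. This tests nothing, since the list holds only transcripts past that threshold without centring. The shift can then only reduce the count of lower transcripts and cannot change that of higher ones.

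**Figure D1:**
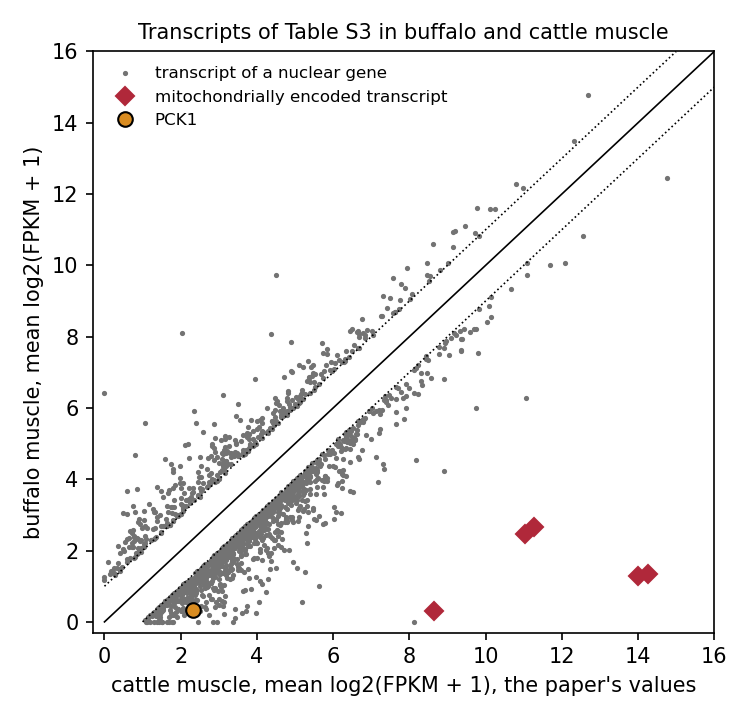
Mean log2(FPKM + 1) of the 1560 transcripts in buffalo muscle (deposited values, n = 3) against cattle muscle (the paper's values, n = 3). The solid line marks equal values and the dotted lines a difference of 1; the 5 mitochondrially encoded transcripts (diamonds) lie between 0.31 and 2.66 in buffalo muscle.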

In total, 1566 differentially expressed (DE) coexpressed mRNAs were ultimately identified, with 1143 upregulated mRNAs and 423 downregulated mRNAs in the muscle of cattle (Fig. 3a and Additional file 4: Table S3). Among these, adipose markers such as *PCK1*, fatty acid binding protein 3 (*FABP3*), *FABP4*, *ADIPOQ*, and perilipin 1 (*PLIN1*) were significantly upregulated in the muscle of cattle (Fig. 1d). 

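FABP3 (ENSBTAT00000022375, chromosome 2, 122723224 to 122783830) had a mean log2(FPKM + 1) of 6.01 ± 0.83 (SD, n = 3) in buffalo muscle against 9.75 ± 0.43 (SD, n = 3) for the paper's cattle muscle values, a difference of -3.74. FABP4 (ENSBTAT00000000079, chromosome 14, 46833664 to 46838053) had 2.89 ± 0.50 against 6.02 ± 1.65, a difference of -3.12. ADIPOQ (ENSBTAT00000026395, chromosome 1, 81005167 to 81018328) had 2.22 ± 1.21 against 5.31 ± 1.57, a difference of -3.09. PLIN1 (ENSBTAT00000020406, chromosome 21, 21502825 to 21516686) had 0.87 ± 0.39 against 3.64 ± 1.25, a difference of -2.77. For all 5 markers, PCK1 included, each buffalo value was below each cattle value. The exact two-sided permutation test gave p = 0.1 for each gene, the smallest it can give for 3 against 3. Chance gives such a separation to 10% of genes, but these 5 are from a list that the paper chose for a difference between the same animals. With each animal left out in turn, the difference stayed between -4.07 and -3.28 for FABP3, between -4.03 and -2.42 for FABP4, between -3.99 and -2.39 for ADIPOQ, and between -3.49 and -2.34 for PLIN1. Centring on the median difference over Table S3, itself a selected list, moved these values most. It left -1.97 for FABP4, -1.93 for ADIPOQ and -1.62 for PLIN1, at which the groups overlapped.

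**Figure D2:**
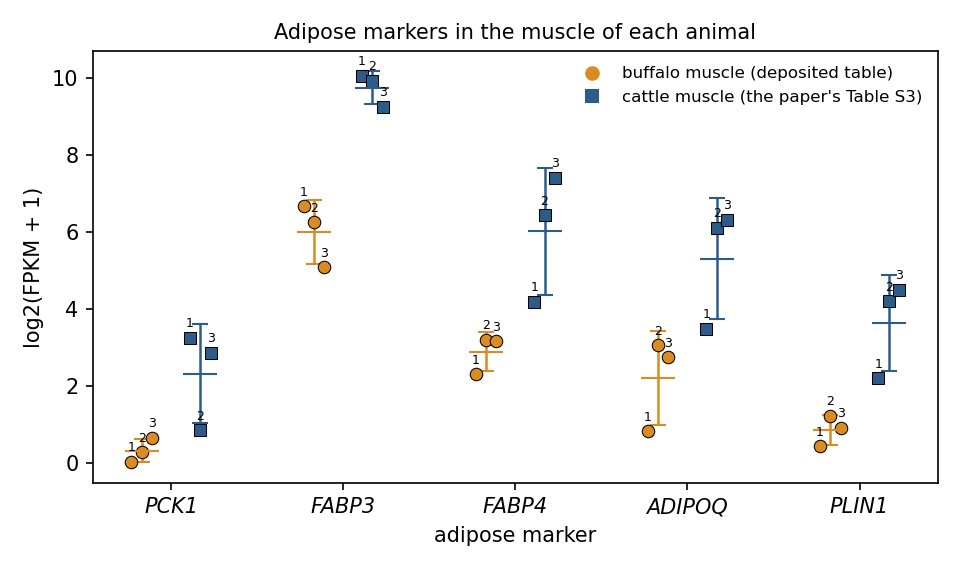
Log2(FPKM + 1) of 5 adipose markers in the muscle of each animal, with the replicate number beside each point and the mean and SD of each group as bars (n = 3). Buffalo values (circles) are from the deposited table and cattle values (squares) from the paper's Table S3; FABP4, ADIPOQ and PLIN1 are lowest among cattle in animal 1, whereas PCK1 is lowest in animal 2.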

In adipose tissue, however, significant differences were not found between buffalo and cattle (Fig. 1c). These results also indicated that the IMF level in cattle was higher than that in buffaloes, which was consistent with the slaughter traits presented in Table 1. In addition, 70 DE muscle-specific mRNAs were identified between buffalo and cattle (Fig. 3b and Additional file 5: Table S4). Interestingly, 35 mRNAs were upregulated and 35 mRNAs were downregulated in cattle. Both hierarchical clustering of the 1566 DE coexpressed mRNAs and 70 DE muscle-specific mRNAs could distinguish buffalo muscle from cattle muscle (Fig. 3), which indicated the high quality of RNA sequencing.

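Among the 66 of these transcripts that the deposited table lists, 31 were lower and 35 were higher in buffalo muscle, with a median difference of 1.03 (buffalo minus the paper's cattle values). The groups did not overlap for 52 of the 66 (78.8%), of which 25 were lower and 27 higher in buffalo, beside the 10% that chance gives. The paper chose this list on the same animals, so the share is not independent evidence. The 4 transcripts not listed there are all among those the paper gives as higher in cattle. Leaving out 1 animal at a time kept between 26 and 30 transcripts lower and between 28 and 33 higher by at least 1. Tables S3 and S4 share 24 transcripts.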

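Euclidean distances between the animals were computed on log2(FPKM + 1), with the paper's values for cattle. Over the transcripts of Table S3, the largest distance was 24.4 between 2 buffaloes and 42.3 between 2 cattle, and the smallest distance between a buffalo and a cattle animal was 65.5. The same distances over the transcripts of Table S4 were 6.75, 12.5 and 17.9. Both lists were chosen for a difference between these animals, which by itself sets the species apart. Over the transcripts of Table S2 used to measure the offset, which were not chosen for a difference, the distances were 19.9, 30.2 and 37.4.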

**Fig. 2:**
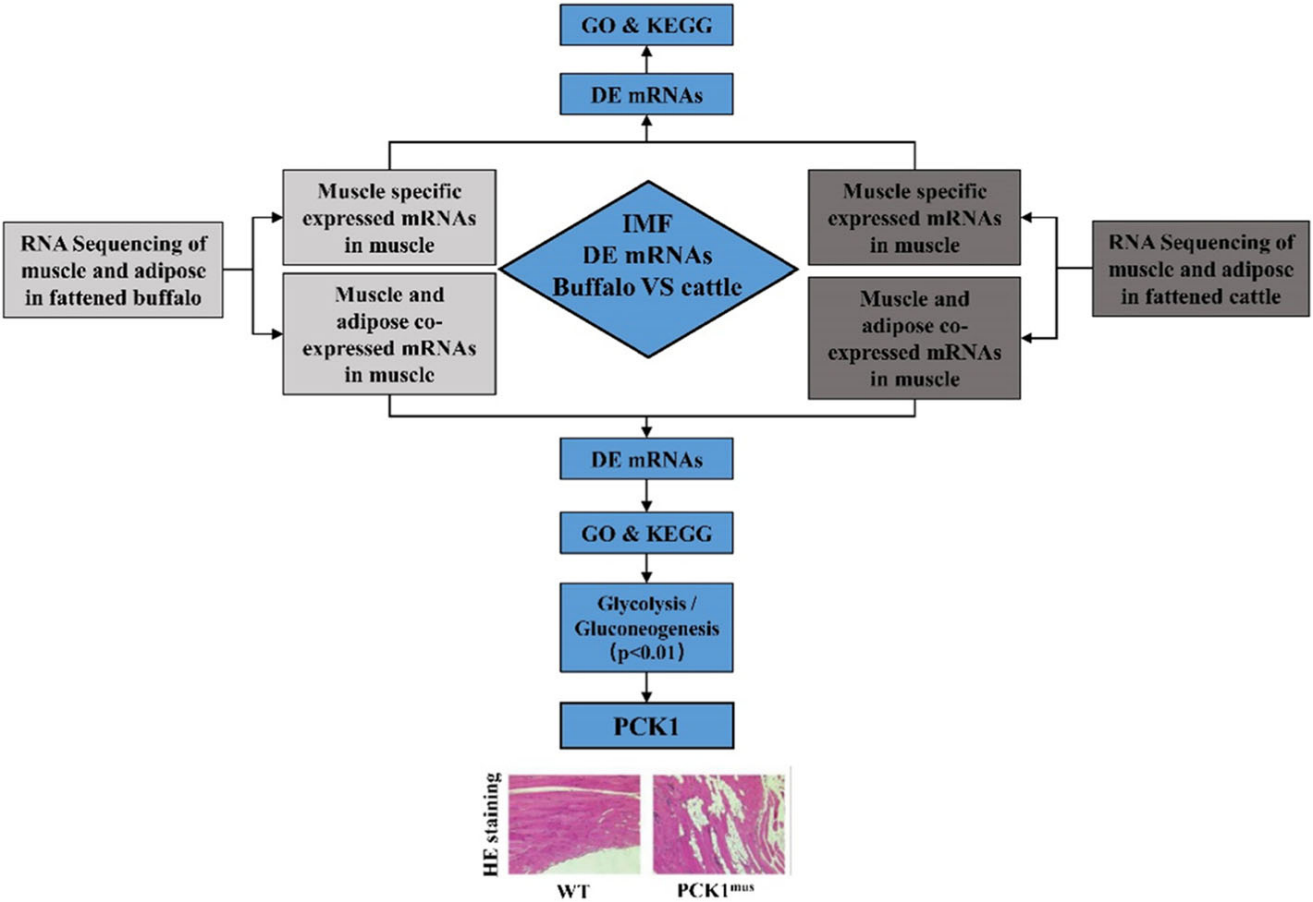
Schematic illustration of RNA sequencing analysis in this study. The results of HE staining are from a previous study [17]

**Fig. 3:**
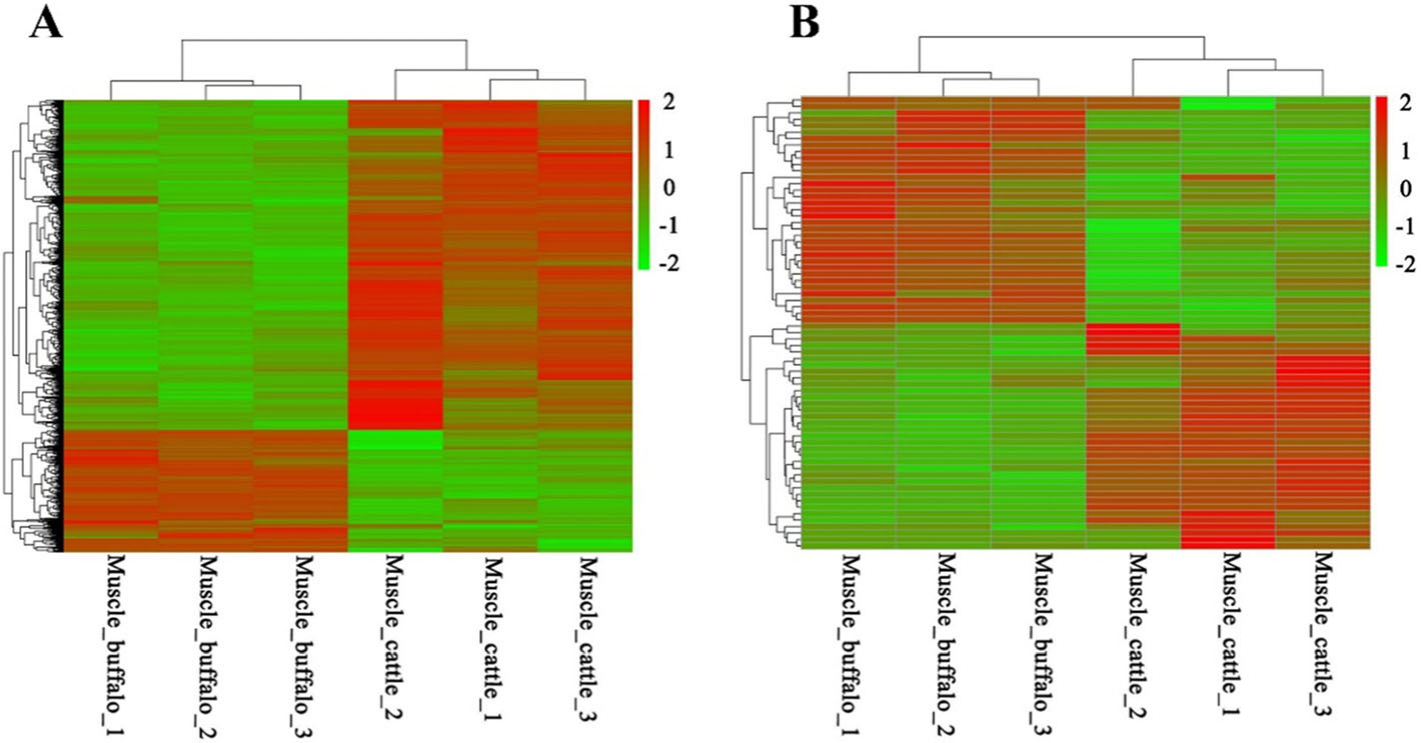
Hierarchical clustering of differentially expressed mRNAs. **a** Hierarchical clustering of 1566 differentially expressed mRNAs (coexpressed in muscle and adipose tissue) in muscle between buffalo and cattle. Hierarchical clustering of 70 differentially expressed mRNAs (specifically expressed in muscle) in muscle between buffalo and cattle

### RT-qPCR validation of differentially expressed mRNAs

To evaluate the quality of the results in the differential expression analysis, 6 DE coexpressed mRNAs and 2 DE muscle-specific mRNAs were randomly selected for validation via RT-qPCR. As shown in Fig. 4, the expression patterns of DE mRNAs in RT-qPCR were approximately similar to those of RNA sequences, although no significant difference was found for *MYH6* and *SLC16A6*. These results indicate the relatively high quality of the differential expression analysis; thus, the DE mRNAs can be used for the following analysis.

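In the RNA sequencing values of these 8 genes, 3 were higher and 5 were lower in buffalo muscle, and the groups of 3 animals did not overlap for any of them (10% by chance for each). The paper lists all 8 as different between the same animals, so this separation is not independent evidence. SLC16A6 (ENSBTAT00000003997, chromosome 19, 62486091 to 62496100) had 8.09 ± 0.41 (SD, n = 3) in buffalo muscle and 2.03 ± 1.04 (SD, n = 3) by the paper's cattle muscle values, a log2 difference of 6.06. UCP3 (ENSBTAT00000006918, chromosome 15, 54213565 to 54224051) had 8.74 ± 1.25 and 5.47 ± 0.54, a difference of 3.27. MYH6 (ENSBTAT00000007359, chromosome 10, 21350296 to 21377051) had 7.84 ± 0.43 and 4.89 ± 0.89, a difference of 2.95. TMEM254 (ENSBTAT00000002166, chromosome 28, 35425159 to 35433904) had 0.48 ± 0.10 and 3.01 ± 0.20, a difference of -2.53. FGF6 (ENSBTAT00000016675, chromosome 5, 106157908 to 106169922) had 0.37 ± 0.28 and 1.91 ± 0.08, a difference of -1.54, which became -0.38 with overlapping groups after centring on the median of Table S3. That table is a selected list, and the centring adds a constant to low buffalo values of FGF6. This overlap therefore cannot tell whether an offset explains the difference. MYH3 (ENSBTAT00000001120, chromosome 19, 30230159 to 30251091) was listed at 0 in each buffalo muscle sample, and the paper's cattle values were 1.66, 1.98 and 1.72. Each of these genes gave p = 0.1 in the exact two-sided permutation test. MYH3 and MYH6 belong to a family of closely similar myosin heavy chain genes. The assignment of reads to transcripts could split reads between these genes, so their levels may be uncertain. This was not measured here.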

**Fig. 4:**
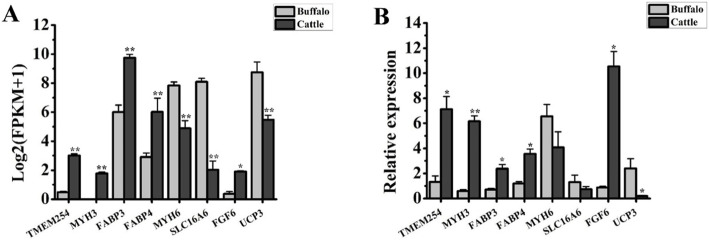
Validation of the differentially expressed mRNAs by RT-qPCR. Expressional patterns of differentially expressed mRNAs analysed by RNA sequencing (**a**) and RT-qPCR (B). *UXT* was used to normalize the expression level of genes, and their prime sequences were conserved between buffalo and cattle. Expression level data are presented as the mean ± S.E. (*n* = 6); * indicates *p* < 0.05; ** indicates *p* < 0.01

### Functional enrichment

To characterize the putative functions of DE mRNAs, functional enrichment was performed for the 1566 DE coexpressed mRNAs and the 70 DE muscle-specific mRNAs. The results showed that the muscle-specific DE mRNAs were enriched in five Gene Ontology (GO) terms, namely, muscle filament sliding, muscle contraction, skeletal muscle contraction, regulation of striated muscle contraction, and sarcomere (Additional file 6: Table S5). 

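Table S5 names 10 genes under these terms, and 8 of them have a transcript in the deposited table. Against the paper's cattle values, 5 were higher and 3 were lower in buffalo muscle, and the groups did not overlap for 6 of the 8, where chance gives 10% for genes not chosen for a difference. The paper had listed these 8 for a difference between the same animals. MYLPF (ENSBTAT00000028269, chromosome 25, 26815265 to 26817727) had 14.77 ± 0.11 (SD, n = 3) in buffalo and 12.70 ± 0.49 (SD, n = 3) in cattle muscle, a log2 difference of 2.07. The differences were 2.05 for TNNT3, 1.62 for TRIM72 and 1.05 for CLCN1. The deposited table holds several transcripts of TNNT3, of which the paper lists ENSBTAT00000029890. MYL2 (ENSBTAT00000024444, chromosome 17, 56953812 to 56961603) had 12.45 ± 0.20 in buffalo and 14.75 ± 0.07 in cattle muscle, a difference of -2.30, and TNNI1 differed by -2.03. ABRA differed by 1.73 (exact two-sided permutation test, p = 0.2) and CHRND by -1.46 (same exact test, p = 0.2), with overlapping groups. The difference of ABRA was 1.03 without buffalo 1, and that of CHRND was -0.53 without cattle 3.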

Clearly, the terms were all associated with the development of muscle tissue. The aim of our functional enrichment was to find items associated with fat deposition. Thus, we did not investigate these results further.

The coexpressed DE mRNAs were enriched in 41 GO terms and seven Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (Additional file 7: Table S6). However, only glycolysis/gluconeogenesis (hsa00010), a pathway with a significant effect on fat deposition, was identified (Additional file 7: Table S6). 

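The glycolysis/gluconeogenesis genes that Table S6 lists all have a transcript in the deposited buffalo table. Against the paper's cattle muscle values, 11 of the 17 were higher and 6 were lower in buffalo muscle. The rises ran from 1.01 for TPI1 to 2.09 for PGK1 on the log2(FPKM + 1) scale. PGK1 (ENSBTAT00000001187, chromosome X, 79282707 to 79305386) had 9.66 ± 0.12 (SD, n = 3) in buffalo muscle and 7.57 ± 0.41 (SD, n = 3) in cattle muscle. ALDOA (ENSBTAT00000017177, chromosome 25, 26470487 to 26475202) had the highest level of the 17 in buffalo muscle, 13.49 ± 0.14 against 12.33 ± 0.10. The other genes that were higher in buffalo were PGAM2 (1.86), PKM (1.78), ENO3 (1.47), PDHB (1.39), LDHA (1.18), PGM1 (1.16), ACSS2 (1.09) and ALDH7A1 (1.02). Besides PCK1, the lower genes were LDHB with a difference of -1.75, FBP1 with -1.50, ADH4 with -1.38, ACSS1 with -1.23 and G6PC with -1.03. ADH4 was listed at 0 in each buffalo sample. The groups did not overlap for 16 of the 17 genes (10% by chance; exact two-sided permutation test, p = 0.1 each). The paper had listed these genes for a difference between the same animals, so their separation is not independent evidence. For FBP1 they overlapped (exact test, p = 0.4), since buffalo 1 had 3.23 beside 0.42 and 0.64 in buffalo 2 and 3. The difference of FBP1 was -2.40 without buffalo 1 and -1.0 without buffalo 2. Without cattle 1, ADH4 differed by -0.82 and G6PC by -0.49. In cattle muscle 1 to 3, ADH4 was at 2.50, 0.28 and 1.35 and G6PC at 2.22, 0.23 and 0.96. Both were highest in cattle 1 and lowest in cattle 2, as were PCK1 and the liver transcript ALB. LDHB, FBP1 and ACSS1 did not follow this order. RNA of liver cells in these samples may thus contribute to ADH4 and G6PC, which was not tested. Centring on the median difference over Table S3, itself a selected list, changed the direction of G6PC, to 0.12. It left -0.60 for LDHB, -0.22 for ADH4 and -0.07 for ACSS1 with overlapping groups. This centring adds a constant to each log2(FPKM + 1) value of buffalo, also to those at 0 for ADH4 and near 0 for G6PC. A change of the FPKM scale would leave 0 at 0. The centred values of ADH4 and G6PC thus cannot tell whether an offset explains their differences.

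**Figure D3:**
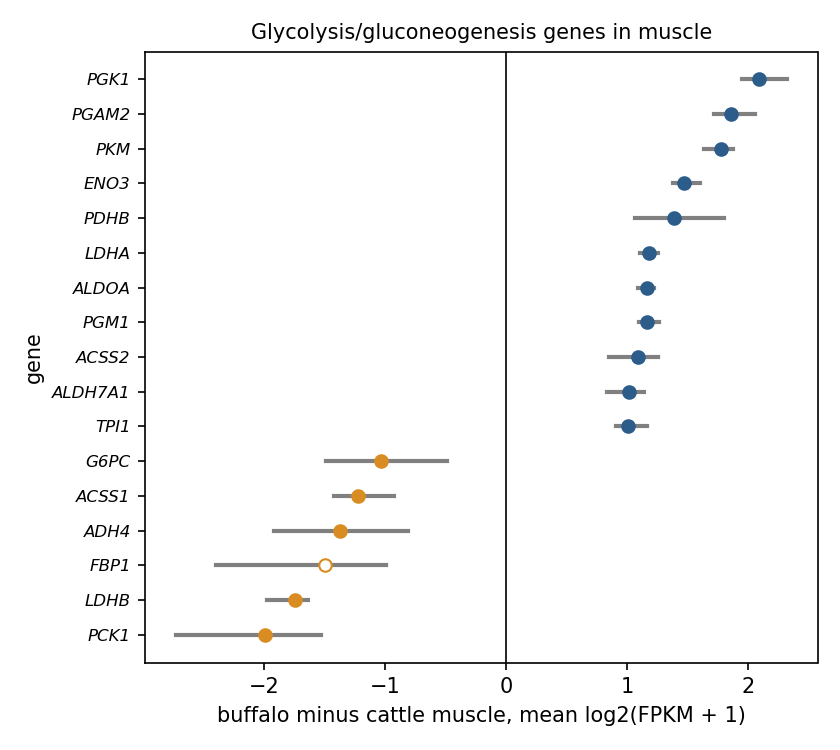
Difference in mean log2(FPKM + 1), buffalo minus cattle muscle (the paper's cattle values), for the 17 genes. Points are the difference over 3 animals against 3, bars span the lowest and highest difference with 1 animal left out, and the open point is FBP1, whose groups overlap; 11 genes lie to the right of 0.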

Seventeen DE genes were included in the pathway. Among these genes, *PCK1* has been demonstrated to be associated with fat deposition [20]. Overexpression of *PCK1* in skeletal muscle can improve IMF levels in mice [17]. These results indicate that *PCK1* may be a candidate gene that regulates IMF deposition in buffaloes.

### Expression pattern of PCK1

According to the RNA sequencing analysis, *PCK1* was upregulated in adipose tissue compared to muscle tissue in both buffalo and cattle (Fig. 5a). In addition, the expression of *PCK1* in cattle muscle was higher than that in buffalo muscle (Fig. 5a). 

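PCK1 (ENSBTAT00000002520, gene ENSBTAG00000001936) lies on chromosome 13 of UMD3.1 from 59144593 to 59150719. The deposited FPKM was 0.0311, 0.224 and 0.579 in buffalo muscle 1 to 3. The paper's Table S3 values for cattle muscle 1 to 3 correspond to an FPKM of 8.58, 0.812 and 6.31. On the log2(FPKM + 1) scale, the mean was 0.33 ± 0.31 (SD, n = 3) in buffalo muscle and 2.33 ± 1.29 (SD, n = 3, the paper's) in cattle muscle. The difference was -2.00 (exact two-sided permutation test, p = 0.1), and each buffalo value lay below each cattle value. The difference exceeded the SD of either group, and the cattle animals themselves differed by up to 2.40. With each animal left out in turn, it stayed between -2.73 and -1.53. The pseudocount moved it most, to -3.59 with 0.1 in place of 1. Centring on the median difference over Table S3 left -0.84, at which the buffalo and cattle values overlapped, and centring on the median over Table S2, chosen after seeing the data, left -1.78, also with overlap. Table S3 is a selected list, and the Table S2 median was measured on transcripts with a mean FPKM of at least 1 in either species. At the low PCK1 values of buffalo, adding a constant to log2(FPKM + 1) exceeds what a change of the FPKM scale would do. Neither overlap therefore tells whether an offset explains the difference. Cattle muscle 1 and 3, where PCK1 was higher than in cattle muscle 2, also held 6 of 9 transcripts of a list of liver genes at levels at least 2 above those of cattle muscle 2. From its place in the enriched pathway, its reported association with fat deposition and the effect of its overexpression in mouse muscle, the paper proposes PCK1 as a candidate gene that regulates IMF deposition in buffaloes.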

The mRNA expression level of *PCK1* was then validated by RT-qPCR. The sequences of *PCK1* primers were totally conserved between buffalo and cattle. Consistent with the results of RNA sequencing, *PCK1* in adipose tissue was richer than that in muscle tissue in both buffalo and cattle (Fig. 5b, *p* < 0.01). In muscle, the expression of PCK1 was higher in cattle than that in buffalo (Fig. 5b, *p* < 0.01). In addition, compared to unfattened buffalo, the expression of *PCK1* in muscle was upregulated in fattened buffalo (Fig. 5c, *p* < 0.05). These findings indicated a positive correlation between *PCK1* and IMF content in buffalo.

**Fig. 5:**
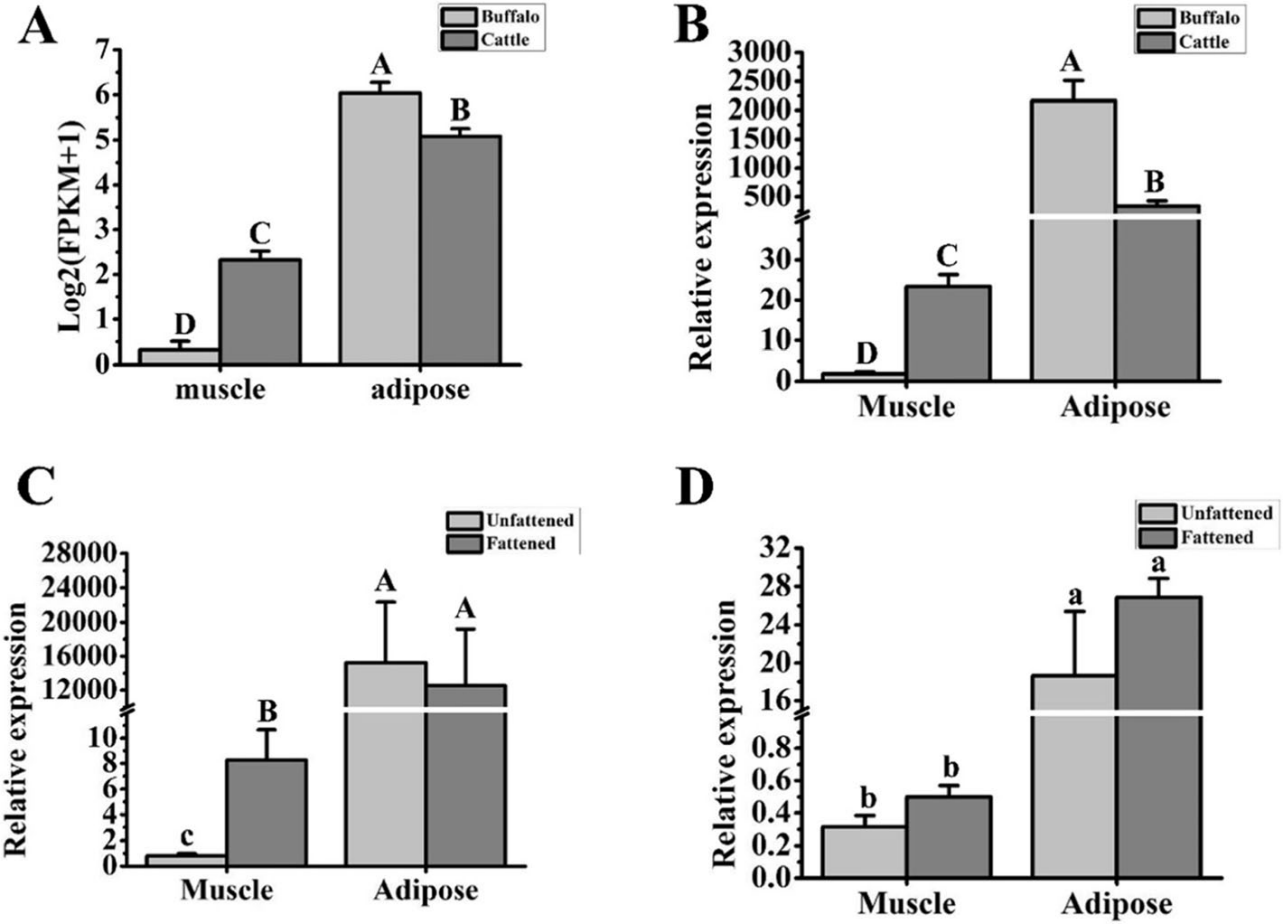
mRNA expression pattern of PCK1 in muscle and adipose tissue of buffalo and cattle. Comparative analysis of mRNA expression levels in adipose and muscle tissue was performed in buffaloes and cattle by RNA sequencing (**a**) and RT-qPCR (**b**). Expression pattern of *PCK1* in adipose and muscle of fattened and unfattened animals in buffaloes (**c**) and in cattle (**d**). *UXT* was used to normalize the expression level of *PCK1,* and their prime sequences were conserved between buffalo and cattle. Expression level data are presented as the mean ± S.E. (RNA sequencing, *n* = 3; RT-qPCR, *n* = 6); lower case indicates *p* < 0.05; upper case indicates *p* < 0.01

### Effects of *PCK1* on the adipogenic differentiation of buffalo intramuscular preadipocytes

To detect the effect of *PCK1* on the adipogenic differentiation of buffalo intramuscular adipocytes, the CDS region of buffalo *PCK1* was inserted into the pHBAd vector and packaged into adenovirus for overexpression (Ad_PCK1), with EGFP as an internal indicator. Ad_EGFP was used as a control. EGFP was highly expressed on day 0 (24 h after overexpression) and day 6 of adipogenesis induction (Fig. 6a), which indicated a high level of overexpression. Indeed, the expression level of *PCK1* in Ad_PCK1 cells was significantly higher than that in Ad_EGFP cells (Fig. 6b, *p* < 0.01). The adipogenic marker *PPARG* was upregulated with the overexpression of *PCK1* on day 0 of adipogenesis induction (Fig. 6c, *p* < 0.05). On day 6, the fatty acid uptake gene (*FABP4*) was upregulated in Ad_PCK1 group (Fig. 6d, *p* < 0.01). No significant difference was detected for CCAAT enhancer binding protein alpha (*C/EBPα*) (Fig. 6c), fatty acid translocase (*FAT/CD36*) (Fig. 6d), lipogenesis genes (glycerol-3-phosphate acyltransferase 4 (*GPAT4*) and diacylglycerol O-acyltransferase 1 (*DGAT1*)) (Fig. 6g), and lipolysis genes (hormone-sensitive lipase (*HSL*), lipoprotein lipase (*LPL*), and peroxisome proliferator activated receptor alpha (*PPARα*)) (Fig. 6h) between Ad_EGFP and Ad_PCK1 groups. Compared to the Ad_EGFP group, lipid accumulation was significantly enhanced in the Ad_PCK1 group on day 6 of adipogenesis induction (Fig. 6e and f, *p* < 0.01).

**Fig. 6:**
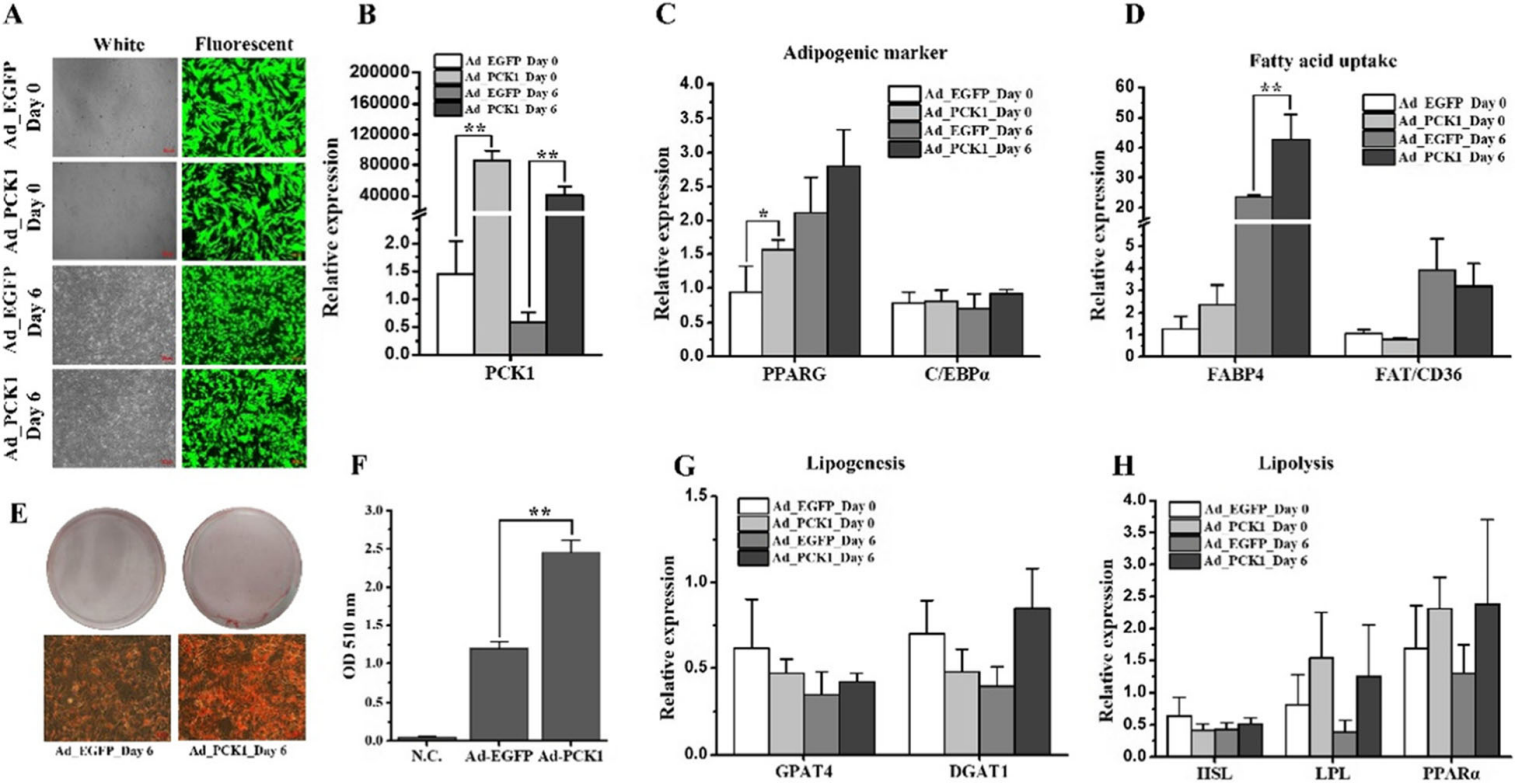
Overexpression of PCK1 promotes lipoid accumulation in buffalo intramuscular adipocytes. **a** Micrographs of EGFP-positive cells under white and fluorescent light in the Ad_EGFP (control) and Ad_PCK1 groups on day o and day 6 of adipogenesis induction. The preadipocytes were induced to differentiation 24 h after adenovirus transduction. Scale bar, 200 μm. **b**-**d**, **g**, **h** The RNA expression levels of *PCK1*, *PPARG*, *C/EBPα*, *FABP4*, *FAT/CD36*, *GPAT4*, *DGAT1*, *HSL*, *LPL*, and *PPARα* on day 0 and day6 of adipogenesis induction in buffalo intramuscular adipocytes transfected with Ad_EGFP and Ad_PCK1. Expression level data are presented as the mean ± S.E. (*n* = 6); * indicates *p* < 0.05; ** indicates *p* < 0.01. **e** Images of Oil Red O staining in buffalo intramuscular adipocytes transfected with Ad_EGFP and Ad_PCK1 on day 6 of adipogenesis induction. Scale bar, 50 μm. **f** Histogram showing the quantitation of Oil Red O staining by spectrophotometry. N.C., negative control by using isopropanol. Data are presented as the mean ± S.E. (*n* = 6); * indicates *p* < 0.05; ** indicates *p* < 0.01

### Transcriptional activity of bovine PCK1 promoter

Although the expression pattern of *PCK1* between muscle and adipose tissue in buffaloes was similar to that in cattle, *PCK1* in muscle was more abundant in cattle than in buffaloes, and the opposite finding was observed in adipose tissue (Fig. 5a and 3b). These results suggested that *PCK1* in muscle was more active in cattle; in contrast, *PCK1* in adipose tissue was richer in buffaloes. Then, the transcriptional activity of the *PCK1* promoter of buffalo and cattle was further analysed. The upstream putative promoter of *PCK1* (Fig. 7a) was contained in the luciferase reporter construct and transfected into 3T3-L1 cells, C2C12 cells, primary bovine adipocytes, and primary bovine myoblasts. In 3T3-L1 cells and primary bovine adipocytes, the *PCK1* promoter of buffalo demonstrated higher transcriptional activity than that of cattle (Fig. 7b and d, *p* < 0.05). In C2C12 cells and primary bovine myoblasts, the *PCK1* promoter of cattle presented higher activity than that of buffalo (Fig. 7c and e, *p* < 0.05).

**Fig. 7:**
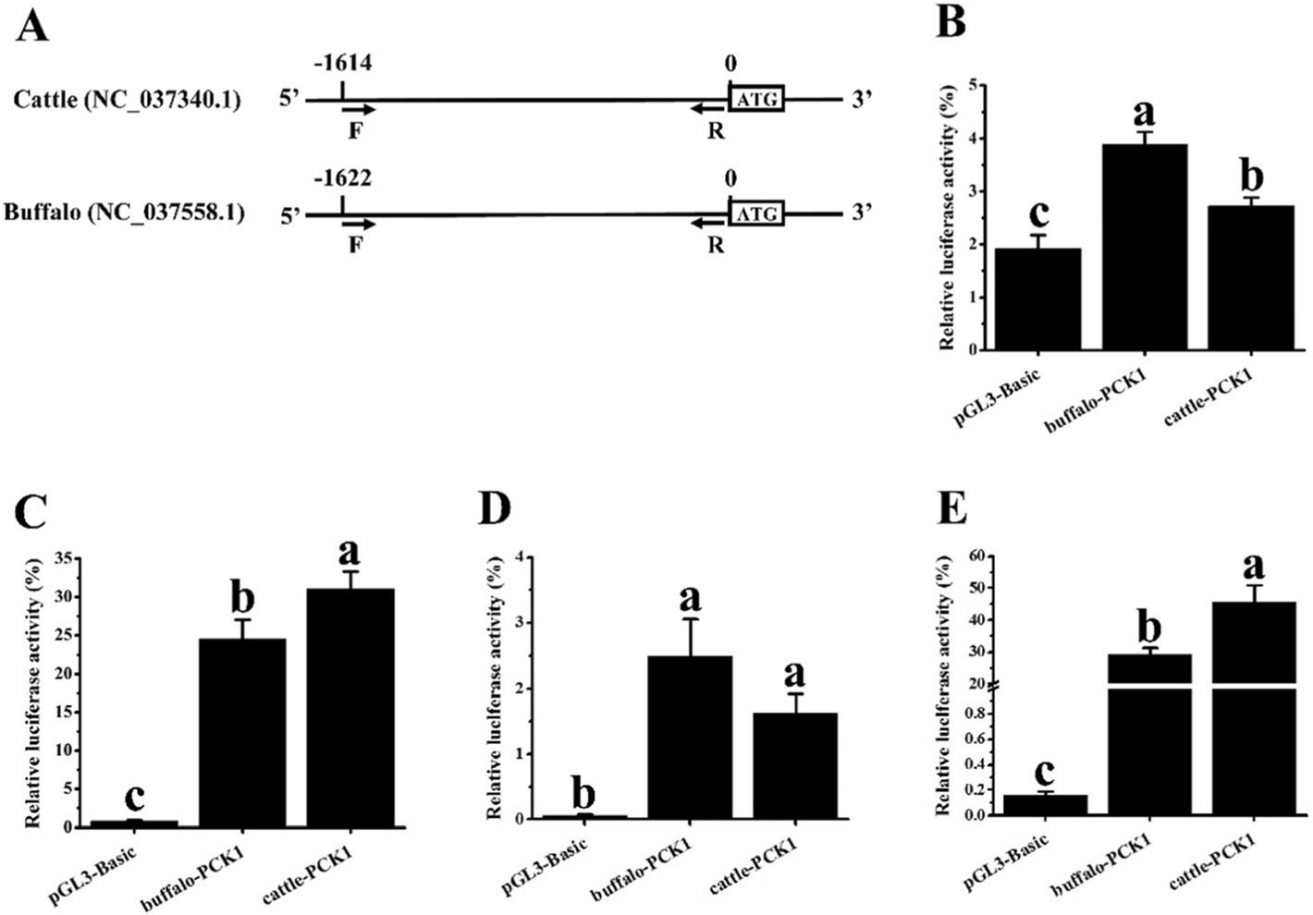
Promoter activity of buffalo and cattle *PCK1* in adipocytes and myoblasts. **a** Putative promoter regions of buffalo and cattle *PCK1* were cloned for activity analysis. Comparison of promoter activity of buffalo and cattle *PCK1* in 3T3-L1 cells (**b**), C2C12 cells (**c**), bovine adipocytes (**d**), and bovine myoblasts (**e**). Data are presented as the mean ± S.E. (*n* = 6); lower case indicates *p* < 0.05; upper case indicates *p* < 0.01

## Discussion

IMF deposition is a highly complex process that can be affected by genetic, managerial, and nutritional factors [8]. Among these factors, genetics is a significant driver. Japanese Black is the best beef breed and exhibits more than 20% IMF content at 24 months of age [11]. By comparison, other European breeds, such as Belgian Blue and German Angus, have only 0.6 and 4.4% IMF content, respectively [11]. IMF levels in Chinese breeds are similar to those of European breeds. In Qinchuan cattle, the IMF content ranges from ~ 3% to ~ 4% at 18 months of age [21]. Nanyang cattle at 24 months of age have an IMF content of (1.88 ± 0.64)% [22]. In the present study, the IMF content of Nanyang cattle at 30 months of age was 2.43% (Table 1). In contrast, Xinyang buffalo had only a 0.51% IMF content (Table 1). Accordingly, the back fat thickness and LMA in Nanyang cattle were higher than those in Xinyang buffalo. Xinyang buffalo and Nanyang cattle were raised with similar forage and feeding management conditions. Thus, the difference in IMF content in animals between the two groups may be attributed to genetic factors.

To identify candidate genes for IMF deposition, a large number of studies have been carried out in cattle [10]. Comparisons of gene expression between breeds with variable IMF contents have indicated that some adipogenic transcription factors are associated with IMF deposition in cattle [7, 12, 13]. Because the IMF content in the tissue was too limited to be sampled for transcriptome analysis or RT-qPCR assay, both muscle (containing very limited amounts of IMF) and adipose tissues were used to identify genes that explain the difference in the IMF content between buffalo and cattle according to the strategy shown in Fig. 2. Simply stated, the coexpressed mRNAs in muscle and adipose tissues were considered to be part of the mRNAs expressed in IMF tissue. Moreover, muscle-specific mRNAs also affect IMF deposition [18, 19]. Both the coexpressed mRNAs and muscle-specific mRNAs that showed differential expression between buffalo and cattle muscle tissues were used for functional enrichment.

The number of mRNAs identified in buffalo muscle and adipose tissue is similar to that of cattle (Fig. 1a and b), which indicates a similar level of complexity between buffalo and cattle meat. However, there were 1566 coexpressed mRNAs (Additional file 4: Table S3) and 70 muscle-specific mRNAs (Additional file 5: Table S4) that showed differential expression between the two bovid species, suggesting a significant difference between buffalo and cattle IMF deposition. Of the 1566 DE mRNAs, 112 and 38 were also identified between Wagyu and Piedmontese [7] and between Japanese Black and Holstein Friesian breeds [23], respectively. However, only four of these DE genes were shared by the three studies, and they showed variable expression patterns among the three studies. These results indicate that the DE genes can be variable from different breed pairs and suggest a highly complex genetic regulation mechanism in IMF deposition.

Based on its specific location, IMF deposition can be affected by both the activity of adipocytes and muscle-specific factors. Coculturing C2C12 and 3T3-L1 preadipocyte cells downregulates adipogenic marker gene expression [18]. Myostatin, which is secreted by myoblasts, decreases IMF deposition by inhibiting the differentiation of intramuscular preadipocytes [19]. However, a similar factor that is responsible for the difference in IMF deposition between buffalo and cattle was not identified in this study; all 5 identified GO items with Benjamini values (*p*) < 0.05 were associated with muscle development (Additional file 6: Table S5).

Lipid metabolism is notably different between buffalo and cattle, which is also reflected by the difference in milk fat content [24, 25]. The percentage of milk fat in buffaloes is higher than that in cattle [24, 26, 27]. A previous study suggested that four genes (*KCTD8*, *FOXO4*, *SSTR3*, and *LOC782855*) related to carbohydrate metabolism and a gene (*ESRRG*) related to lipid metabolism may contribute to the differences between buffalo and cattle milk fat content [25]. In the present study, however, these five genes did not show differential expression between buffalo and cattle muscle tissues, and no item marked with “carbohydrate metabolism” was identified in our functional enrichment analysis. Instead, an energy metabolism pathway, the glycolysis/gluconeogenesis pathway (*p* < 0.01), was identified by the functional enrichment of the DE coexpressed mRNAs (Fig. 2; Additional file 7: Table S6). Glycolysis is a catabolic pathway that reverses the carbon flow of anabolic pathways, gluconeogenesis and glyceroneogenesis [28]. Essentially, glyceroneogenesis is an abbreviated version of gluconeogenesis responsible for the de novo synthesis of glycerol-3-phosphate from the precursors of gluconeogenesis [29]. Glycerol-3-phosphate can esterify fatty acyl-CoAs into triglycerides (TGs). Thus, the carbon for TG comes from glycolysis. The hyperactivity of glyceroneogenesis enhances the storage of TG and results in fat deposition in muscle [30].

A total of 17 DE genes were involved in the glycolysis/gluconeogenesis pathway. Among them, *PCK1* drives a significant and irreversible reaction that is shared by glyceroneogenesis and gluconeogenesis [28]. In fact, *PCK1* is considered an adipogenic marker, an obesity gene, and even an IMF deposition-related gene [17, 31]. In mice, white adipose tissue-specific overexpression of *PCK1* increases the rate of glyceroneogenesis in adipose tissue and results in obesity [32]. In contrast, knockdown of *PCK1* expression in adipose tissue results in lipodystrophy in mice [20]. In skeletal muscle tissue, specific overexpression of *PCK1* enhances IMF deposition in mice [17]. In pigs, the expression level of *PCK1* demonstrates a positive association with the IMF content and fatty acid composition [31]. Functional mutation of the *PCK1* gene results in a lower IMF content in pigs [33]. Interestingly, pigs with *PCK1* specifically expressed in skeletal muscle show an enhanced IMF content [34]. In cattle, *PCK1* is upregulated in Wagyu breed (high IMF) compared to Piedmontese breed (low IMF) [7]. In the present study, *PCK1* was downregulated in buffalo muscle tissue (Fig. 5a and b), which may be responsible for the lower IMF content in buffaloes (Table 1). Interestingly, overexpression of *PCK1* promoted the expression of the adipogenic marker *PPARG* (Fig. 6c, *p* < 0.05) and the lipid accumulation in buffalo intramuscular adipocytes (Fig. 6e and f, *p* < 0.01), suggesting a positive role of *PCK1* in IMF deposition in buffalo. The expression level of fatty acid uptake gene *FABP4* was upregulated by *PCK1* on day 6 (Fig. 6d, *p* < 0.01). FABP4 is a fatty acid binding protein and promotes fatty acid transport [35]. As mentioned above, PCK1 drives glyceroneogenesis to produce glycerol-3-phosphate [28]. Both fatty acid and glycerol-3-phosphate can be utilized for TGs synthesis [28, 29]. Therefore, overexpression of *PCK1* enhances lipid accumulation by upregulating the expression of *PPARG* and *FABP4* in buffalo intramuscular adipocytes, which is consistent with the effects of *PCK1* in other species (20,35).

We hypothesized that there should be some intrinsic reasons for the lower expression of *PCK1* in buffalo muscle than in cattle muscle. In terms of the *PCK1* putative promoter sequence, differences can be found between buffalo and cattle, with 44 single-base, 2 double-base, and 1 tribasic base mutations (Additional file 8: Fig. S2). Accordingly, the activity of the *PCK1* promoter demonstrated variable levels between buffalo and cattle (Fig. 5). Interestingly, the activity of the buffalo *PCK1* promoter is higher than that of cattle in adipocytes, while the opposite occurs in myoblasts (Fig. 5). *PCK1* is widely expressed in multiple tissues and has high levels in the liver and adipose tissue [36], which also suggests its important role in lipid metabolism. The molecular mechanism driving *PCK1* expression is highly complex, and its expression in different tissues can be regulated in a variable manner according to its specific role in the tissue. The promoter of *PCK1* has been widely studied, and some significant transcription factors have been identified, such as *PPARG*, sterol regulatory element binding protein 1, and CCAAT/enhancer binding protein beta [36]. Recently, a large number of noncoding RNAs have been demonstrated to participate in the regulation of coding genes via interaction with promoters [37, 38]. In addition, methylation in the promoter sequence can influence the expression of a gene [39]. Therefore, the underlying molecular mechanism driving the expression of *PCK1* in the promoter regions of buffalo and cattle, such as DNA methylation, protein-DNA interactions, and RNA-DNA interactions, needs further study.

## Conclusions

This study evaluated the IMF content of fattened buffalo and cattle and compared the mRNA expression patterns in muscle and adipose tissue between the two bovid species. This study demonstrates that (1) the IMF content of fattened cattle at 30 months of age is higher than that of fattened buffalo, as well as other relative traits, including back fat thickness and LMA; (2) a large number of mRNAs have differential expression between buffalo and cattle muscles; (3) the glycolysis/gluconeogenesis pathway may regulate IMF deposition in buffalo; (4) *PCK1* shows a positive association with the IMF content in buffalo; and (5) *PCK1* promoter activity of buffalo is higher than that of cattle in adipocytes, which is in contrast to that of myoblasts.

## Methods

The IMF content in buffalo is lower than that in cattle, and a genetic factor should be responsible for such a difference. The aim of this research is to identify the genetic factors responsible for the low IMF content in buffalo. Because the IMF content in tissue is too limited to be sampled for detection, both muscle and adipose tissues were used for high-throughput RNA sequencing and further validation.

### Animals, sample collection, and fattening traits

Xinyang buffaloes (*n* = 12) and Nanyang cattle (*n* = 12) were raised in the breeding farm of Xinyang Buffalo (Guangshan, Henan Province, P.R. China) and the breeding centre of Nanyang cattle (Nanyang, Henan Province, P.R. China), respectively, with equivalent forage and feeding management conditions. They were weaned at 3 months of age, castrated at 6 months of age, started to fatten at 18 months of age, and slaughtered at 30 months of age. Details of the feeding conditions were described in a previous study [40]. In this study, only six buffaloes and six cattle were fattened, and the others were not fattened. For the unfattened animals, concentrate was replaced by roughage from 18 to 30 months of age.

The LM (muscle) and back subcutaneous fat (adipose) tissues were sampled immediately after slaughter. For determination of IMF, fresh muscle was kept in an icebox and taken back to the laboratory immediately. For RNA extraction, tissue was frozen immediately in liquid nitrogen and stored at − 80 °C.

The back fat thickness, LMA, and IMF content of fattened animals were measured. The 12th–13th rib back fat thickness and LMA were measured by an Ultrasonic Backfat Tester (HS-1600 V; Honda Electronics, Toyohashi, Japan) at slaughter. The IMF content was measured by a near-infrared meat quality analyser (Series 3000 Food Analyser, NIR, Australia).

### RNA isolation and sequencing

Total RNA was extracted using TRIzol reagent (Invitrogen, USA) according to the manufacturer’s instructions. The quality and concentration of total RNA were determined by a NanoDrop 2000 (Nanodrop, Wilmington, DE) and 1% agarose gel. Total RNA from muscle and adipose tissues (three buffaloes and three cattle) of high quality was sent to Genergy Biotechnology Co., Ltd. (Shanghai, China) for library construction and RNA sequencing. Briefly, approximately 2 μg of total RNA per sample was used for library construction according to the protocol of the TruSeq® RNA LT Sample Prep Kit v2 (Illumina, USA). The cDNA library was sequenced using the double terminal sequencing mode of the Illumina HiSeq 3000 platform. A total of four groups that included the LM and the back fat tissues of buffalo and cattle were used for RNA sequencing. Three samples were obtained for each group.

### Bioinformatics analysis of sequencing data

Low-quality reads and those containing adapters were removed to obtain clean reads using Trim Galore (Version 0.4.2, Babraham Institute, Cambridge, UK) [41]. High-quality data were used for the subsequent analysis. Since annotation information of the buffalo genome was not available, the cattle genome (UMD3.1) was used in the present study. Cattle genome and gene model annotation files were downloaded from the Ensemble database (http://www.ensembl.org/index.html). Reads were aligned to the reference genome using STAR [42]. Mapped reads were assembled using Cufflinks v2.2.1 [43]. These assemblies were merged to the reference gene model annotation by Cuffmerge [44]. Fragments per kilobase of transcript per million mapped reads (FPKM) was used as an index to calculate the expression level of each transcript in every library using the Cuffdiff program. The expression level was presented as log2(FPKM+ 1). The DE mRNAs were identified by DESeq2, with an absolute value of log2(fold change) ≥ 1 and an FDR ≤ 0.05 [44]. DE mRNAs were presented in heatmaps by the R package [45]. Functional enrichment for DE mRNAs was performed using DAVID bioinformatics resources (http://david.abcc.ncifcrf.gov/) [46]. The human database was used. GO terms (including molecular function (MF), biological process (BP), and cellular components (CC)) and KEGG pathways with a Benjamini value (*p*) < 0.05 were considered to be significantly enriched.

### RT-qPCR

Primers were designed by Primer-BLAST (http://www.ncbi.nlm.nih.gov/tools/primer-blast/) (Table 2). The ubiquitously expressed prefoldin-like chaperone (*UXT*) gene was used to normalize the expression level of the candidate gene [47, 48]. Total RNA was transcribed into cDNA using the PrimeScript RT Reagent Kit with gDNA Eraser (TaKaRa, Dalian, China). qPCR was performed using SYBR Green I (TaKaRa, Dalian, China) with two-step reactions according to the manufacturer’s recommended protocol. The efficiency of amplification was detected for each primer pair to ensure a reliable result. The cycle threshold (2^–ΔΔCt^) method was used to calculate the relative expression level of candidate genes. The RT-qPCR analysis was performed with six biological repeats, and each sample had three technological repeats.

**Table 2:** Details of primers used in this study

Name	Sense primer (5′–3′)	Antisense primer (5′–3′)	Size (bp)	Use for
*TMEM254*	CGTGCATGCTTGGTATTGGC	GGAACCAGAGCAGTTGGGTC	116	qPCR
*MYH3*	GAGGTCACATCCCATCTGCTC	CTACTCATGGTGTTGGCTGAGA	109	qPCR
*FABP3*	CGTCTTTCCCAACCTAGCCC	AACCGACACCGAGTGACTTC	111	qPCR
*FABP4*	TTTGCTACCAGGAAAGTGGCT	TGACACATTCCAGCACCATCTT	277	qPCR
*MYH6*	TGTCGGGGACAGCAGTAAAG	TGTTCAGATTCTCCCGGTGG	89	qPCR
*SLC16A6*	TCTTAACATTCACAGCCCCGC	CGATGGCGATGTACATGTGG	147	qPCR
*FGF6*	CCCTACAGCCTGCTGGAGATTT	GGCAGGAGGGTCTCTCTGAA	155	qPCR
*UCP3*	CGACTCCGTCAAGCAGTTCT	TGGGCAGAATTCCTTTCCAC	254	qPCR
*PPARG*	GCAAAGTGGAGCCTGTATC	GTAGTGGAACCCTGACGC	137	qPCR
*C/EBPα*	TGGACAAGAACAGCAACGAG	TTGTCACTGGTCAGCTCCAG	130	qPCR
*FABP4*	AAGTCAAGAGCATCGTAA	CCAGCACCATCTTATCAT	111	qPCR
*FAT/CD36*	TGGAAAGGACGACATAAGCAAA	TGGAAATGAGGCTGCATCTGT	118	qPCR
*GPAT4*	GGGCTTGGGCGTACTCATC	CAGGAACTCCTTGAACCTCCC	136	qPCR
*DGAT1*	GGTCGCGGCCTTCGAT	TCTACGTCTCCGTCCTTGTCT	118	qPCR
*HSL*	CAGTGTCCAAGACAGAGCCA	GCAGCTTCAGGCTTTTGAGG	102	qPCR
*LPL*	GGCAGCGTGAGTAGGACC	CGGCTTTATCAACTCTATTCT	147	qPCR
*PPARα*	GCTCCGTTATTACAGACACCC	AACCCTTGCAGCCCTCAC	180	qPCR
*UXT*	CCGGAAGCCACGGTTCTTA	AGAGATGAAAGCCTCGTAGCG	133	qPCR
*PCK1*-q	GCGGAGTACAAGGGCAAAGT	CAGGTACTGGCCGAAGTTGT	81	qPCR
*PCK1*-V	CGGggtaccAGCCAGCAGTTCCATAGCTC	CCGctcgagGCACGGATGCCGAGGTT	1610	Vector construction

The restriction sites of primers are shown with lowercase characters

### Adenovirus packaging

The overexpression adenovirus packaging was performed by the Hanbio Biotechnology Co.; Ltd. (Shanghai, China) as previously described [40]. Briefly, the CDS of buffalo *PCK1* was synthesized and ligated to the AdMax system. EGFP was included to indicate the transduction efficiency. Ad_EGFP was used as a negative control.

### Isolation of buffalo intramuscular preadipocytes and cell culture

Buffalo intramuscular preadipocytes were isolated as described in a previous study [49]. Briefly, fresh LM tissue was sampled and the visible connective tissue was removed. Muscle tissue was finely minced and digested with 0.2% collagenase type II (Gibco, Grand Island, NY) in a shaking water bath at 37 °C until complete digestion. The digested sample was filtered by 80 μm nylon mesh filters and washed three times with Dulbecco’s modified Eagle’s medium (DMEM) (Gibco, Grand Island, NY). Cells were then cultured with complete culture medium (DMEM with 10% foetal bovine serum and 1% penicillin–streptomycin (Gibco, Grand Island, NY)) under conditions of 37 °C with 5% CO_2_ for 1 h. The complete culture medium was changed to remove the non-adherent cells. The adherent cells (intramuscular preadipocytes) were continuously cultured with complete culture medium. When reaching 90% confluence, the cells were digested and collected for further culture.

### Adenoviral transduction, adipogenic differentiation, oil red O staining, and quantification

The intramuscular preadipocytes were planted in twelve-well plates. Adenoviral transduction was conducted when the cells reached 80% confluence. Two days after transduction, the cells were induced to adipogenic differentiation. Six days later, Oil Red O staining was performed. The Oil Red O was eluted by isopropanol to quantify the lipid accumulation in cells. In addition, cells induced to differentiation for 6 days were collected for RT-qPCR analysis. Details of adenoviral transduction, adipogenic differentiation, Oil Red O staining, and quantification can be found in a previous study [40]. All these experiments were performed with six biological repeats.

### Vector construction

The pGL3-Basic system (Promega, Madison, USA) was used for the promoter activity analysis of *PCK1* as previously described [50]. The putative upstream promoter regions were cloned from the genomic DNA of cattle and buffalo (Fig. 7a and Additional file 8: Fig. S2). Fragments were inserted into the *KpnI* and *XhoI* restriction sites of the pGL3-Basic vector to obtain recombinant plasmids (pGL3-cattle-PCK1 and pGL3-buffalo-PCK1). The pLR-TK vector was used as an internal control.

### Cell culture, transfection, and luciferase reporter assays

3T3-L1 cells (ATCC, Shanghai, China), C2C12 cells (ATCC, Shanghai, China), primary bovine adipocytes, and primary bovine myoblasts were used to detect the activity of putative promoters. Isolation and culture of primary bovine adipocytes and primary bovine myoblasts were performed as previously described [40, 51]. Cells were cultured with complete culture medium in 5% CO_2_ at 37 °C. Cells were plated in a 48-well plate at a density of 1 × 10^6^ cells/well 24 h prior to transfection. Cells were cotransfected with 400 ng recombinant plasmid DNA and 16 ng pLR-TK plasmid using Lipofectamine® 3000 Reagent (Invitrogen, USA) according to the manufacturer’s protocol. After transfection for 48 h, cells were harvested to analyse the activity of each fragment using a Dual-Luciferase Reporter Gene Assay System (Promega, Madison, USA) on a GloMax™ 96 Microplate Luminometer (Promega, Madison, USA). The ratio of the firefly luciferase value to Renilla luciferase value was used to evaluate the activity of the *PCK1* promoter fragment. Each promoter fragment plasmid was analysed with six repeats, and the assay was repeated three times.

### Statistical analysis

Data were analysed by SPSS 19 software. Significant difference analysis was performed with one-way ANOVA. A *p*-value < 0.05 was considered to indicate significant differences. The results are presented as the means ± standard error (S.E.) using the OriginPro 8.5 program.

## Supplementary information

**Additional file 1: Fig. S1.** Images of the cross-section of the *longissimus dorsi* muscle in the 12th–13th rib of buffalo (A) and cattle (B). Intramuscular fat (IMF) of the *longissimus dorsi* muscle is very limited in both buffalo and cattle. IMF in cattle is slightly richer than that in buffaloes. Tissue in the yellow box was sampled for the experiment.

**Additional file 2: Table S1.** Total mRNAs expressed in the *longissimus dorsi* muscle and adipose tissue of buffalo.

**Additional file 3: Table S2.** Total mRNAs expressed in the *longissimus dorsi* muscle and adipose tissue of cattle.

**Additional file 4: Table S3.** Differentially expressed genes between buffalo and cattle in coexpressed mRNAs.

**Additional file 5: Table S4.** Differentially expressed genes between buffalo and cattle in the *longissimus dorsi* muscle specific mRNAs.

**Additional file 6: Table S5.** Functional enrichment of differentially expressed genes in the *longissimus dorsi* muscle-specific mRNAs.

**Additional file 7: Table S6.** Functional enrichment of differentially expressed genes in coexpressed mRNAs.

**Additional file 8: Fig. S2.** Sequences of the upstream region of the buffalo and cattle *PCK1* genes. * under sequences indicates base difference between buffalo and cattle. Horizontal lines under sequence indicate the forward primer (F), the reverse primer (R), and the start codon (ATG), respectively.

## Data Availability

RNA sequencing data were deposited in the Genome Expression Omnibus of NCBI. Accession number of three buffalo adipose tissues is GSE112744 and that of others is GSE139102.

## Abbreviations

IMF: Intramuscular fat
PCK1: Phosphoenolpyruvate carboxykinase 1
LM: *Longissimus dorsi* muscle
LMA: LM area
ADIPOQ: Adiponectin, C1Q and collagen domain containing
PPARγ or PPARG: Peroxisome proliferator activated receptor gamma
FABP3: Fatty acid binding protein 3
FABP4: Fatty acid binding protein 4
PLIN1: Perilipin 1
MYH6: Myosin heavy chain 6
SLC16A6: Solute carrier family 16 member 6
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
C/EBPα: CCAAT enhancer binding protein alpha
FAT/CD36: Fatty acid translocase
GPAT4: Glycerol-3-phosphate acyltransferase 4
DGAT1: Diacylglycerol O-acyltransferase 1
HSL: Hormone-sensitive lipase
LPL: Lipoprotein lipase
PPARα: Peroxisome proliferator activated receptor alpha
TG: Triglyceride
FPKM: Fragments per kilobase of transcript per million mapped reads
DE: Differentially expressed
UXT: Ubiquitously expressed prefoldin like chaperone
DMEM: Dulbecco’s modified Eagle’s medium
S.E.: Standard error

## References

[1] Naveena BM, Kiran M (2014). Buffalo meat quality, composition, and processing characteristics: contribution to the global economy and nutritional security. Anim Front.

[2] FAO, 2013. http://www.fao.org/faostat/en/#data.

[3] Su S, Bi Y, Wong G, Gray GC, Gao GF, Li S (2015). The epidemiology, evolution and recent outbreaks of avian influenza viruses in China: a review. J Virol.

[4] Sánchez-Cordón PJ, Montoya M, Reis AL, Dixon LK (2018). African swine fever: a re-emerging viral disease threatening the global pig industry. Vet J.

[5] Kandeepan G, Mendiratta SK, Shukla V, Vishnuraj MR (2013). Processing characteristics of buffalo meat-a review. J Meat Sci Technol.

[6] Wanapat M, Kang SC (2013). World buffalo production: challenges in meat and milk production, and mitigation of methane emission. Buffalo Bull.

[7] Hudson NJ, Reverter A, Greenwood PL, Guo B, Café LM, Dalrymple BP (2015). Longitudinal muscle gene expression patterns associated with differential intramuscular fat in cattle. Animal.

[8] Park SJ, Beak SH, Jung DJS, Kim SY, Jeong IH, Piao MY (2018). Genetic, management, and nutritional factors affecting intramuscular fat deposition in beef cattle. Asian-Australas J Anim Sci.

[9] Bouchard C (2010). Genetic factors in the regulation of adipose tissue distribution. Acta Medica Scand Suppl.

[10] Campos CF, Duarte MS, Guimarães SE, Verardo LL, Wei S, Du M (2016). Review: animal model and the current understanding of molecule dynamics of adipogenesis. Animal..

[11] Gotoh T, Albrecht E, Teuscher F, Kawabata K, Sakashita K, Iwamoto H (2009). Differences in muscle and fat accretion in Japanese black and European cattle. Meat Sci.

[12] Wang YH, Bower NI, Reverter A, Tan SH, De Jager N, Wang R (2009). Gene expression patterns during intramuscular fat development in cattle. J Anim Sci.

[13] De Jager N, Hudson NJ, Reverter A, Barnard R, Café LM, Greenwood PL (2013). Gene expression phenotypes for lipid metabolism and intramuscular fat in skeletal muscle of cattle. J Anim Sci.

[14] Ramayo-Caldas Y, Fortes MR, Hudson NJ, Porto-Neto LR, Bolormaa S, Barendse W (2014). A marker derived gene network reveals the regulatory role of PPARGC1A, HNF4G and FOXP3 in intramuscular fat deposition of beef cattle. J Anim Sci.

[15] Chen FF, Xiong Y, Peng Y, Gao Y, Qin J, Chu GY (2017). mir-425-5p inhibits differentiation and proliferation in porcine intramuscular preadipocytes. Int J Mol Sci.

[16] Huang J, Wang S, Feng X, Liu X, Zhao J, Zheng Q (2019). miRNA transcriptome comparison between muscle and adipose tissues indicates potential miRNAs associated with intramuscular fat in Chinese swamp buffalo. Genome.

[17] Hakimi P, Yang J, Casadesus G, Massillon D, Tolentino-Silva F, Nye CK (2007). Overexpression of the cytosolic form of phosphoenolpyruvate carboxykinase (GTP) in skeletal muscle repatterns energy metabolism in the mouse. J Biol Chem.

[18] Muthuraman P (2014). Effect of coculturing on the myogenic and adipogenic marker gene expression. Appl Biochem Biotechnol.

[19] Komolka K, Albrecht E, Wimmers K, Michal JJ, Maak S (2014). Molecular heterogeneities of adipose depots-potential effects on adipose-muscle cross-talk in humans, mice and farm animals. J Genomics.

[20] Olswang Y, Cohen H, Papo O, Cassuto H, Croniger CM, Hakimi P (2002). A mutation in the peroxisome proliferator-activated receptor γ-binding site in the gene for the cytosolic form of phosphoenolpyruvate carboxykinase reduces adipose tissue size and fat content in mice. PNAS..

[21] Zhang Y, Wang H, Wang Y, Wang HC, Zhang S, Hong JY (2017). Transcriptome analysis of mRNA and microRNAs in intramuscular fat tissues of castrated and intact male Chinese Qinchuan cattle. PLoS One.

[22] Qi Y, Zhang X, Wang Y, Wang D, Guo Z, Liu P (2014). The expression of ADAMTS2 and collagen genes in muscle tissue and its relationship with meat quality characters in cattle. J Yunnan Agric Univ (Natural Science).

[23] Albrecht E, Schering L, Liu Y, Komolka K, Kühn C, Wimmers K (2017). TRIENNIAL GROWTH AND DEVELOPMENT SYMPOSIUM: factors influencing bovine intramuscular adipose tissue development and cellularity. J Anim Sci.

[24] Aspilcueta-Borquis RR, Di Palo R, Araujo Neto FR, Baldi F, de Camargo GMF, de Albuquerque LG (2010). Genetic parameter estimates for buffalo milk yield, milk quality and mozzarella production and Bayesian inference analysis of their relationships. Genet Mol Res.

[25] de Camargo GM, Aspilcueta-Borquis RR, Fortes MR, Porto-Neto R, Cardoso DF, Santos DJ (2015). Prospecting major genes in dairy buffaloes. BMC Genomics.

[26] Cui X, Hou Y, Yang S, Xie Y, Zhang S, Zhang Y (2014). Transcriptional profiling of mammary gland in Holstein cows with extremely different milk protein and fat percentage using RNA sequencing. BMC Genomics.

[27] Bernabucci U, Biffani S, Buggiotti L, Vitali A, Lacetera N, Nardone A (2014). The effects of heat stress in Italian Holstein dairy cattle. J Dairy Sci.

[28] Beale EG, Hammer RE, Antoine B, Forest C (2004). Disregulated glyceroneogenesis: PCK1 as a candidate diabetes and obesity gene. Trends Endocrinol Metab.

[29] Reshef L, Olswang Y, Cassuto H, Blum B, Croniger CM, Kalhan SC (2003). Glyceroneogenesis and the triglyceride/fatty acid cycle. J Biol Chem.

[30] Forest C, Tordjman J, Glorian M, Duplus E, Chauvet G, Quette J (2003). Fatty acid recycling in adipocytes: a role for glyceroneogenesis and phosphoenolpyruvate carboxykinase. Biochem Soc Trans.

[31] Wang W, Xue W, Jin B, Zhang X, Ma F, Xu X (2013). Candidate gene expression affects intramuscular fat content and fatty acid composition in pigs. J Appl Genet.

[32] Franckhauser S, Munoz S, Pujol A, Casellas A, Riu E, Otaegui P (2002). Increased fatty acid re-esterification by PEPCK overexpression in adipose tissue leads to obesity without insulin resistance. Diabetes..

[33] Latorre P, Burgos C, Hidalgo J, Varona L, Carrodeguas JA, López-Buesa P (2016). c.A2456C-substitution in Pck1 changes the enzyme kinetic and functional properties modifying fat distribution in pigs. Sci Rep.

[34] Ren Z, Wang Y, Ren Y, Zhang Z, Gu W, Wu Z (2017). Enhancement of porcine intramuscular fat content by overexpression of the cytosolic form of phosphoenolpyruvate carboxykinase in skeletal muscle. Sci Rep.

[35] Maeda K, Cao H, Kono K, Gorgun CZ, Furuhashi M, Uysal KT (2005). Adipocyte/macrophage fatty acid binding proteins control integrated metabolic responses in obesity and diabetes. Cell Metab.

[36] Chakravarty K, Cassuto H, Reshef L, Hanson RW (2005). Factors that control the tissue-specific transcription of the gene for phosphoenolpyruvate carboxykinase-C. Crit Rev Biochem Mol Biol.

[37] Pian L, Xue W, Kang L, Li Z, Nie Y, Du Z (2018). Targeting the IGF1R pathway in breast cancer using antisense lncRNA-mediated promoter cis competition. Mol Ther Nucleic Acids.

[38] Chen L, Zhi Z, Wang L, Zhao YY, Deng M, Liu YH (2019). NSD2 circular RNA promotes metastasis of colorectal cancer by targeting miR-199b-5p-mediated DDR1 and JAG1 signalling. J Pathol.

[39] Métivier R, Gallais R, Tiffoche C, Le Péron C, Jurkowska RZ, Carmouche RP (2008). Cyclical DNA methylation of a transcriptionally active promoter. Nature..

[40] Huang J, Zheng Q, Wang S, Wei X, Fen L, Yun M (2019). High-throughput RNA sequencing reveals NDUFC2-AS lncRNA promotes adipogenic differentiation in Chinese buffalo (Bubalus bubalis L). Genes..

[41] Krueger F. Trim Galore. http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/.

[42] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics..

[43] Trapnell C, Roberts A, Goff L, Pertea G, Kim D, Kelley DR (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and cufflinks. Nat Protoc.

[44] Anders S, Huber W (2010). Differential expression analysis for sequence count data. Genome Biol.

[45] Heatplus: Heatmaps with row and/or column covariates and colored clusters. R package version 2.1.0. http://www.bioconductor.org/packages/2.10/bioc/html/Heatplus.html.

[46] Huang DW, Sherman BT, Lempicki RA (2018). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc.

[47] Kaur R, Sodhi M, Sharma A, Sharma VL, Verma P, Swamiet SK (2018). Selection of suitable reference genes for normalization of quantitative RT-PCR (RT-qPCR) expression data across twelve tissues of riverine buffaloes (Bubalus bubalis). PLoS One.

[48] Bonnet M, Bernard L, Bes S, Leroux C (2013). Selection of reference genes for quantitative real-time PCR normalisation in adipose tissue, muscle, liver and mammary gland from ruminants. Animal..

[49] Jiang Q, Sun B, Liu Q, Cai M, Wu R, Wang F (2019). MTCH2 promotes adipogenesis in intramuscular preadipocytes via an m6A-YTHDF1-dependent mechanism. FASEB J.

[50] Huang J, Dang R, Torigoe D, Li A, Lei C, Sasaki N (2016). Genetic variation in the GDNF promoter affects its expression and modifies the severity of Hirschsprung’s disease (HSCR) in rats carrying Ednrbsl mutations. Gene..

[51] Wei X, Li H, Yang J, Hao D, Dong D, Huang Y (2017). Circular RNA profiling reveals an abundant circLMO7 that regulates myoblasts differentiation and survival by sponging miR-378a-3p. Cell Death Dis.

How the deposited data were processed for this re-analysis (not part of the article)

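RNA sequencing values of 9 libraries were used, 3 each of buffalo muscle, cattle muscle and cattle adipose tissue. They came from 4 deposited tables, which hold buffalo mRNAs, buffalo lncRNAs, buffalo circRNAs and cattle circRNAs. The 3 buffalo tables also have 9 columns for buffalo adipose tissue, and these were not used here. Each library was assigned to its species, tissue and replicate number from the sample labels, and no sample was left out.

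The authors trimmed the reads with Trim Galore, aligned those of both species to the cattle genome UMD3.1 with STAR, assembled transcripts with Cufflinks, merged them with the Ensembl annotation by Cuffmerge and computed values with Cuffdiff. The mRNA table deposited by the authors gives FPKM per transcript on the linear scale. The unit of the deposited lncRNA table is not stated in the paper's text, and its values were taken as FPKM because their identifiers and range are those of a Cufflinks assembly. The circRNA tables deposited by the authors give RPM per back-splice junction. How circRNAs were called and how lncRNAs were told from mRNAs are not stated in the paper's text. In each circRNA column, every value above 0 was a whole multiple of 1 step (100% of values, within a tolerance of 0.01 reads). The step was taken as the RPM of 1 junction read, and the library total was derived from it. The recovered junction reads numbered 5296, 6122 and 4472 in buffalo muscle 1 to 3, 15440, 27141 and 21901 in cattle muscle 1 to 3, and 12042, 21053 and 14160 in cattle adipose tissue 1 to 3. Most circRNAs rest on few reads. Between 33.7% and 61.9% of those detected in a library had a single read.

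Values of mRNAs were analysed as log2(FPKM + 1). A transcript was counted as detected when its mean over the 3 animals was above 0. Cattle muscle mRNA values are those of the paper's Tables S3 and S4, which list 1612 transcripts in all. Of Table S2, only the first 1999 of 18535 transcripts could be used, and it served to measure the offset between the deposited buffalo values and the paper's cattle values. No overlap or enrichment was computed on it. Table S1 could likewise be read only in part, and its values entered no result. Names were paired with transcript identifiers by Tables S3 and S4 and by the circRNA tables, which gave 6795 of the 19917 listed transcripts a name. Differences for named genes were tested with an exact two-sided permutation test over 20 arrangements. Coordinates are those of UMD3.1 in the paper's tables and the deposited circRNA tables.

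Most genes named in the text were chosen by a rule set before the data were examined. It takes the genes the paper names for its RNA sequencing, the mitochondrially encoded transcripts, the transcripts at both ends of Table S3, the 5 mRNAs and 3 lncRNAs with the highest means in buffalo muscle, the 3 circRNAs with the highest means in each group, the 3 circRNAs with the largest change in each direction between cattle muscle and cattle adipose tissue, and circRNAs whose host is a gene the paper names. Values in the paper's tables had been seen when the rule was set. Genes of the marker lists, and further transcripts of Table S3 named for values of 0 or for their pattern among the cattle, were named after values in the paper's tables had been seen and are not covered by this rule. The main tests, the thresholds and the alternatives were fixed at the same point as the rule, apart from those said to be chosen after seeing the data.

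For the comparison of circRNAs, edgeR with TMM had been set for a table of counts and limma for a table of normalized values. The tables turned out to hold RPM, so limma became the main test, although whole reads could be recovered. circRNAs of cattle muscle and cattle adipose tissue were compared with limma on log2(RPM + 1), over the 1917 circRNAs with at least 2 recovered reads in at least 3 of the 6 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. The alternatives were a pseudocount of 0.1, no filter, at least 5 reads, the replicate number as a block, and each library left out in turn. The quasi-likelihood test of edgeR and the test of DESeq2 were run on the recovered reads as alternatives chosen after seeing the data. The edgeR test was run with TMM factors on the summed reads of the tested circRNAs, and without TMM factors on the library totals. All 10 splits of the 6 libraries into groups of 3 were refitted. The comparison was tested on simulated data with 200 circRNAs changed 4-fold, drawn 3 times. There, limma recovered 19.9% of the changed circRNAs with 2.42% false calls, limma with the pseudocount of 0.1 recovered 46.0% with 3.76% false calls, and edgeR recovered 39.2% with 0.457% false calls. circRNAs were matched between species by identical junction coordinates, or with both ends within 5 bp as an alternative.

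Marker lists of 30 liver, 19 adipocyte, 11 slow fibre and 13 fast fibre genes were written before they were tested against the tables. In Tables S3 and S4 they have 9, 5, 5 and 8 transcripts. Of the liver transcripts, 1 was higher and 8 were lower in buffalo muscle. All 5 adipocyte and all 5 slow fibre transcripts were lower, and of the fast fibre transcripts 6 were higher and 2 lower. After centring on the median of Table S3, 3 of the liver, 1 of the adipocyte, 1 of the slow fibre and 6 of the fast fibre transcripts were higher. The liver transcripts that changed direction, APOA5 and APOB, were at or near 0 in buffalo, where adding a constant tells nothing. No gene stands on more than 1 of these lists. Of the transcripts listed, 1 of the liver, 4 of the adipocyte, 5 of the slow fibre and 6 of the fast fibre list had a mean FPKM of at least 1 in buffalo muscle. The paper names 2 of the slow and 3 of the fast fibre genes in the analyses of these libraries.

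Computations used R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.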

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

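In this part, the tests of library depth on buffalo circRNAs and the alternatives with edgeR and DESeq2 were chosen after the result was seen.

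The paper does not report on circRNAs, and the deposited circRNA tables hold signal in each group. At least 1 junction read was found for 4737 circRNAs in buffalo muscle, 11998 in cattle muscle and 11249 in cattle adipose tissue. All 3 animals of a group shared 8.32%, 12.2% and 10.1% of these. The highest mean RPM in buffalo muscle was that of a circRNA of NEB (chromosome 2, 44653304 to 44660629), 10.3 ± 0.676 (SD, n = 3), with between 613 and 697 reads. It was followed by circRNAs of LMO7 (chromosome 12, 51190589 to 51221902), 1.10 ± 0.214, and INSR (chromosome 7, 17401915 to 17402466), 0.794 ± 0.109. In cattle muscle the highest were those of UBE2D1 (chromosome 26, 669451 to 673248), 24.6 ± 10.1, NEB (chromosome 2, 44660522 to 44671994), 18.1 ± 3.1, and UBE3A (chromosome 21, 2404179 to 2410197), 13.0 ± 4.26. In cattle adipose tissue they were those of BNC2 (chromosome 8, 27974923 to 27976892), 5.28 ± 4.34, HIPK3 (chromosome 15, 64704077 to 64705175), 3.30 ± 1.37, and a junction without a host gene (chromosome 15, 76980811 to 76994777), 1.85 ± 0.752. The first place of the BNC2 circRNA rests on cattle adipose 2, without which its mean was 2.77 and that of the HIPK3 circRNA 2.89.

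Junction reads were fewer in buffalo than in cattle muscle, with an RPM summed over all junctions of 74.5 to 96.1 against 408 to 642. Library depth runs the other way, since the lowest library total in buffalo muscle was 60015000 and the highest in cattle muscle 42265500. Of the buffalo muscle junctions, 2231 (47.1%) were found in cattle muscle with the same coordinates, and over these the summed mean RPM in buffalo was 0.179 of that in cattle. Over the 230 junctions found in all 3 animals of each species, the median ratio was 0.284, and 210 had a ratio under 1. Reads of buffalo that differ from the cattle genome may have been lost across junctions. This cannot be told apart from a biological difference between the species, because each species was aligned to the same genome and species and sequence change together. The levels were not tested across tables that were made separately.

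Between cattle muscle and cattle adipose tissue, limma with Benjamini-Hochberg adjustment called 62 of 1917 circRNAs, 59 higher in muscle and 3 higher in adipose tissue, while 337 had an unadjusted p under 0.05. The largest rises in muscle were those of circRNAs of NEB (chromosome 2, 44660522 to 44671994; log2 difference 4.23, standard error 0.11, adjusted p 5.51e-06, from 1.02e-38 to 0.000622 over the alternatives), UBE2D1 (3.76, standard error 0.41, adjusted p 0.00428, from 3.41e-26 to 0.0451) and UBE3A (3.01, standard error 0.24, adjusted p 0.00112, from 1.61e-24 to 0.0161). The circRNAs higher in adipose tissue were those of RNF111 (chromosome 10, 51344767 to 51345665; -1.01, standard error 0.14, adjusted p 0.0128, from 0.000160 to 0.0890), a junction without a host symbol (chromosome 14, 28853690 to 28856128; -0.64, standard error 0.07, adjusted p 0.00579, from 4.14e-06 to 0.0451) and NTRK2 (chromosome 8, 79371027 to 79379127; -0.54, standard error 0.09, adjusted p 0.0198, from 0.000379 to 0.106). These differences and their ranking are on the log2(RPM + 1) scale, which understates changes at low RPM. With a pseudocount of 0.1 they were 7.38 for NEB, 4.90 for UBE2D1, 4.07 for UBE3A, -1.96 for RNF111, -2.47 for the chromosome 14 junction and -2.14 for NTRK2. By edgeR with TMM on the recovered reads they were 10.53, 4.79, 4.23, -2.23, -4.42 and -3.37, where a value against counts near 0 depends on the prior count. The order of the 3 circRNAs higher in adipose tissue thus depends on the scale. Each of these 6 circRNAs differed in its direction between all 3 muscle and all 3 adipose libraries. A circRNA of CLCN1 (chromosome 4, 107543781 to 107544376), a host gene the paper names, had between 15 and 21 reads in the muscle libraries and none in adipose tissue. Its log2 difference was 0.53 (limma adjusted p 0.00140, from 1.89e-06 to 0.0157 over the alternatives). Against a floor of 3 reads over the 3 adipose libraries, it was at least 16.8-fold higher in muscle. With a pseudocount of 0.1 its difference was 2.45, below those of UBE2D1 and UBE3A. By edgeR with TMM it was 7.11, above both. The order of the rises in muscle thus depends on the scale too.

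Depth does not account for these circRNAs, since the mean library total of cattle muscle was 1.03 times that of cattle adipose tissue. The level of the host gene's own transcripts may set that of its circRNAs. Of the 6 tested circRNAs hosted by genes of the fibre and adipocyte lists, all 6 lay on the side of their list, but 2 were called, both of fibre genes, so this explanation remains open. The processed files used here hold no cattle mRNA table, and on the part of Table S2 that could be used no set of genes was tested. Of the 10 splits of the 6 libraries, the real one alone gave as many circRNAs, 1 of 10, and no other split gave more than 1. With 10 splits the share cannot fall below 0.1, so this count of splits alone cannot exclude chance. A difference between the tissues stays open as the biological explanation.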

How the results depend on the processing

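In this part, the alternatives with edgeR and DESeq2 and those centred on Table S2 were chosen after the data were seen. The cause of the changes listed was not tested, except where stated.

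The counts of mRNAs detected in buffalo muscle, of Table S4 in each direction and of transcripts higher in Table S3 stayed within 1.5 times their value under each alternative run. With each animal left out, Table S3 kept between 885 and 1042 transcripts lower and between 336 and 394 higher by at least 1. Since the list holds only transcripts past that threshold, leaving out an animal can only lower these counts. Centring on the median of Table S2 left 680 lower, and on Table S2 itself it changed 197 lower and 87 higher transcripts to 130 and 138. By its construction it shifts every transcript up by the same amount. The lncRNAs detected fell from 36339 to 18868 when required in all 3 animals and to 9655 at a mean FPKM of at least 1, and lay between 32985 and 33665 with an animal left out. The median of the mitochondrially encoded transcripts was 0.69 with a pseudocount of 0.1, against 1.34, and between 1.29 and 1.43 with an animal left out.

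Of 451 values of the 41 named gene differences under an alternative, 434 kept their direction and whether the groups overlapped, 10 came to overlap, 6 ceased to overlap and 1 reversed. The reversed value was that of G6PC, 0.12 after centring on the median of Table S3. PCK1 came to overlap at -0.84 after that centring and at -1.78 after centring on Table S2, and stayed between -2.73 and -1.53 with an animal left out. Of the other 8 that came to overlap, 7 did so under the centring on Table S3, which is a list selected for differences, and 1, G6PC at -0.82, under that on Table S2. Both centrings add a constant on the log2(FPKM + 1) scale. At values at or near 0 this exceeds what a change of the FPKM scale would do. For PCK1, ADH4, FGF6 and G6PC, which are low in buffalo, the overlaps and the reversal thus cannot tell whether an offset explains the differences. The 6 that ceased to overlap are ABRA, CHRND and FBP1, 5 of them with an animal left out, where groups of fewer animals separate more easily. Levels of 58 transcripts in buffalo muscle moved by over 1 SD in 17 of 290 cases, all with the pseudocount of 0.1.

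A circRNA was detected in at least 2 animals in 1151 cases in buffalo muscle, 3552 in cattle muscle and 3118 in cattle adipose tissue, in all 3 animals in 394, 1464 and 1140 cases, and with at least 2 reads in an animal in 1854, 6413 and 6361 cases. The counts depend on single reads, since a higher minimum leaves fewer by its construction. With an animal left out they were 3349 to 3714, 8234 to 9803 and 7557 to 9300. The junctions shared by buffalo and cattle muscle numbered 2242 within 5 bp and 667 when found in at least 2 animals of each.

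The 62 circRNAs called between cattle muscle and adipose tissue became 123 with a pseudocount of 0.1, 36 without a filter and 77 with at least 5 reads. They became 163 by edgeR with TMM, 113 by edgeR with the library totals and no TMM, and 129 by DESeq2 on the recovered reads. Of the 62, these 6 alternatives also called 59, 31, 59, 56, 53 and 56, none in the other direction. The share higher in muscle was 95.2% at first, 90.3% by edgeR without TMM and 83.4% by edgeR with TMM. The edgeR fit with TMM took the summed junction reads of the tested circRNAs as library sizes, and the fit without TMM took the library totals. The gap between both fits is therefore not that of TMM alone. The TMM factors lie between 0.786 and 0.818 in muscle and between 1.08 and 1.35 in adipose tissue. With a library left out, between 24 and 70 were called, with 36 without cattle muscle 3, 26 without cattle adipose 1, 41 without cattle adipose 2 and 24 without cattle adipose 3. Without a filter, the circRNAs of RNF111 and NTRK2 were no longer called. That of RNF111 was also lost without cattle muscle 2 (-0.98), cattle muscle 3 (-1.0) or cattle adipose 1 (-1.02), and that of NTRK2 without cattle muscle 1 (-0.51), 2 (-0.59) or 3 (-0.53) or cattle adipose 1 (-0.59) or 3 (-0.59).

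A fit with the replicate number as a replicate block called 86 circRNAs, of which 82.6% were higher in muscle, and 59 of the 62 were among them. The paper takes both tissues from 3 cattle, but neither its text nor the sample labels state that a number marks 1 animal, so the samples were not taken as paired. Over 206 circRNAs, same-numbered muscle and adipose samples correlated in their deviations from the group means by 0.260, 0.147 and 0.0288, below 0.1 in 1 of 3 pairs, which leaves the pairing open. For the named gene differences, the replicate block leaves the difference of means as it is, -2.00 for PCK1, as it does in any layout with 1 sample of each group per block. The numbers pair no animals there, because these are of different species.

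The method limits the circRNA results, and the effect of depth was not tested apart from that of the number of libraries. Between 33.7% and 61.9% of circRNAs detected in a library rest on 1 read. On simulated data at this depth, limma recovered 19.9% of 4-fold changes, limma with a pseudocount of 0.1 recovered 46.0% and edgeR 39.2%, so most changes of that size were missed by each.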

Differences from the paper's values

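Each of the 50 values compared with the paper lies within 1.5 times the paper's value or, for a log2 difference, within the larger SD. The comparison covers the number of mRNAs identified, the transcripts of Tables S1 to S4, the counts by direction in Tables S3 and S4, and the log2 differences of 41 named genes. Most of this was fixed beforehand. The 41 differences and the counts by direction use the paper's lists and its cattle values, and the deposited buffalo values differ from those of the paper's tables by at most 5.00e-05, so they show only that both sources hold the same values.

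The paper counts the muscle-specific and coexpressed mRNAs of buffalo, whose sum is 18275, and its total for both tissues is 18713. The deposited table holds 18876 with a mean above 0 in buffalo muscle alone. Each of the alternatives set before the data were examined keeps a part of these transcripts and so cannot give more. They give between 18171 and 18564 with an animal left out, 16245 for all 3 animals, and 16176 and 12618 for a mean FPKM of at least 0.1 and 1.

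The paper describes the transcripts of Table S3 as coexpressed in muscle and adipose tissue. By its own values, 23 of them are at 0 in all 3 buffalo muscle samples, of which 17 are listed in the deposited table and are at 0 there too, and 6 are not listed there. By the paper's values, 3 are at 0 in all 3 cattle muscle samples.

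The paper gives Table S4 as the transcripts specific to muscle and Table S3 as those coexpressed in both tissues, and 24 transcripts are in both.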

Other observations

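In this part, the tests on liver transcripts in Table S3, on PCK1, on fibre types, on sequence differences in mitochondrial transcripts and on Table S2 after centring were chosen after the result was seen.

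The deposited lncRNA table lists 43975 lncRNAs, which the paper does not report on. The median of the mean values was 0.487 among the 36339 detected in buffalo muscle, against 3.62 for mRNAs. The highest means were 3258 ± 531 (SD, n = 3) for TCONS_00439978, 1616 ± 341 for TCONS_00112166 and 1127 ± 467 for TCONS_00320881, in a unit taken as FPKM. Without counts, the depth of these values is unknown.

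The mitochondrially encoded transcripts of Table S3 were low in buffalo muscle. That list was chosen for a difference, and the tables used here do not identify other mitochondrial transcripts. The 5 of them in the deposited table had means from 0.31 to 2.66 and a median of 1.34, at the 38.4 percentile of nuclear transcripts above 0 in buffalo muscle, against 11.28 by the paper's cattle values, and their differences lay between -12.94 (COX1) and -8.35 (ND2) on the log2 scale. ND1 was at 5.90 in buffalo muscle 2 and at 1.05 and 1.03 in buffalo muscle 1 and 3. Fewer mitochondria in buffalo muscle are argued against by 22 transcripts of nuclear genes of the respiratory chain. Their median of 8.11 lies at the 98.4 percentile of nuclear transcripts in buffalo muscle, and of the 14 in Tables S3 and S4, 12 were higher in buffalo and the largest fall was -1.57. Buffalo reads that differ from the cattle mitochondrial sequence may have failed to align. The smallest mitochondrial fall was -8.35 and the largest fall of a nuclear transcript -8.13 (MYH1). MYH1 was at 0 in each buffalo sample, so the pseudocount limits its fall and the order of these values depends on it. Species and reference change together, so sequence and expression cannot be told apart here.

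More transcripts were lower than higher in buffalo muscle. A shift of all buffalo values against the cattle values is a candidate explanation. Over Table S2, of which the first 1999 of 18535 transcripts were used, the median difference was -0.21, and between -0.23 and -0.15 over the 9 pairs of animals. Counted over these transcripts, which were not chosen for a difference, the number lower for each higher one was 2.26. After centring on that median it was 0.942, 130 against 138, which tests nothing, because centring a set on its own median largely fixes the balance. The count over Table S3 after centring, 680 against 423, tests nothing either, since that list holds only transcripts past the threshold without centring. Loss of buffalo reads that differ from the cattle genome could add to the shift. By the paper's values, 4 transcripts of Table S3 are at 0 in all buffalo samples with a mean of at least 3 in cattle, ND3, MYH1, ASIP and GAS7, against 1 the other way, TOMM7. At any level, 23 are at 0 in all buffalo samples and 3 in all cattle samples, in a list that holds more lower than higher transcripts. Loss of reads cannot be told apart from a difference in expression.

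Transcripts of liver genes were high in cattle muscle 1 and 3 by the paper's Table S3. ALB was at 8.12, 0.58 and 6.88 in cattle muscle 1 to 3, TF at 6.73, 0.36 and 5.05, FGG at 5.95, 0.75 and 5.26, and FGB at 5.40, 0.91 and 4.84. ALB was at 0.21, 1.02 and 0.47 in buffalo muscle. A pattern with cattle muscle 1 and 3 both at least 2 above cattle muscle 2 was seen in 24 transcripts of Table S3, and the opposite pattern, high in cattle muscle 2 alone, in 21. It was seen in 6 of 9 transcripts of the liver list and in 18 of 1557 others (Fisher's exact test, two-sided, p = 5.41e-10). RNA of liver cells in these samples may be the source, from the animals or from handling. The list was written after ALB and other liver transcripts had been seen in Table S3. In the circRNA table, liver genes hosted 2 junction reads, both of FGB in cattle muscle 3, too few to tell. No biological explanation was tested.

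PCK1 has the same pattern among the 3 cattle muscle samples, 2.40 higher in cattle muscle 1 and 2.01 higher in cattle muscle 3 than in cattle muscle 2. For cattle muscle 1, a higher share of adipocytes is argued against, because FABP4, ADIPOQ and PLIN1 were lower there than in cattle muscle 2, with differences of -2.62 to -1.99, and the 5 transcripts of the adipocyte list had a median difference of -0.69. For cattle muscle 3 that share remains open. FABP4 was at 7.41 there and at 6.44 in cattle muscle 2, ADIPOQ at 6.31 and 6.11, PLIN1 at 4.51 and 4.20, and the median difference of the adipocyte list was 0.27. RNA of liver cells could contribute to PCK1, which the paper states to be highly expressed in liver. On the linear FPKM scale, the excess of PCK1 over cattle muscle 2 was 1.41 times as large in cattle muscle 1 as in cattle muscle 3. This ratio ran from 1.5 to 3.29 for liver transcripts with the pattern. FOS, JUNB, MYH1, PFKFB3 and PFKFB4 share the pattern too, and they are on no liver list. Liver RNA and regulation in muscle cannot be told apart for PCK1, as 3 samples show only which are high. PCK1 in cattle muscle 2, at 0.86, was above the highest buffalo value, 0.66, by less than the offset of -0.21 between both sources, and the groups overlapped after centring on it. That offset was measured on transcripts with a mean FPKM of at least 1 in either species. At the low PCK1 values of buffalo, adding it as a constant exceeds what a change of the FPKM scale would do. The overlap thus cannot tell whether an offset explains the difference.

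Fast fibre genes were higher and slow fibre genes lower in buffalo muscle. Of 13 transcripts of both fibre lists in Tables S3 and S4, 11 went that way, and the exceptions, MYH1 and MYH4, were listed at 0 in each buffalo sample. The values of MYH4 are the paper's for both species. Of the 13, 5 are transcripts of genes that the paper names in Table S5 as well. Centring on Table S2 changed no direction of the 13, and centring on Table S3 changed 1, that of MYOZ2, to 0.04. A larger share of fast fibres in the muscle sampled may explain the 11. It cannot be told apart from other differences of the species or of the place sampled, since the values give no count of fibres.

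In Tables S3 and S4 the p-values of the paper are whole multiples of 5e-05, and 1066 and 41 transcripts are at that smallest value. The paper's methods name DESeq2 for this test. The paper's log2 fold changes equal the difference of the mean log2(FPKM + 1) of its own values within 6.67e-05.

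Among genes the paper names, PPARG hosts circRNAs with 65 junction reads in the cattle table. The exon type held 89.6% of circRNAs in the buffalo table and 87.5% in the cattle table. Genes of the adipocyte list hosted 20, 36 and 28 junction reads in cattle adipose tissue 1 to 3 and 6, 5 and 0 in cattle muscle 1 to 3. Genes of the fast fibre list hosted 191, 277 and 215 junction reads in cattle muscle 1 to 3 and genes of the slow fibre list 29, 43 and 59, and both lists had 0 in each cattle adipose library, where 3 reads is the limit that a count of 0 allows.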
